# Yiqi Huoxue Yangyin Decoction attenuates diabetic nephropathy in *db/db* mice by modulating METTL3-mediated m6A methylation of mTOR to restore podocyte autophagy

**DOI:** 10.3389/fphar.2026.1783423

**Published:** 2026-04-07

**Authors:** JinXing He, WenDi Niu, JiaHui Qian, JianHong Jin, Fei Pan, XueQian Peng, Ai Mi, WenHong Liu, ZhiWei Xu, YanFang Yang, Hui Wang

**Keywords:** autophagy, diabetic nephropathy, MPC-5 cell, N6-methyladenosine, Yiqi Huoxue Yangyin Decoction

## Abstract

**Background:**

Diabetic nephropathy (DN) is a major complication of diabetes with limited therapeutic options. Yiqi Huoxue Yangyin Decoction (YHY), a traditional Chinese medicine formula designed to treat the TCM syndrome of “Qi and Yin deficiency with blood stasis” often observed in DN, has shown clinical potential. However, its precise mechanism of action, particularly concerning the regulation of podocyte autophagy, remains unclear.

**Methods:**

The chemical profile of YHY was characterized using ultra-performance liquid chromatography-tandem mass spectrometry (UPLC-MS/MS). The therapeutic effects and mechanisms were evaluated in a *db/db* mouse model of DN and in high glucose-stimulated MPC-5 podocytes. Key assessments included renal function, podocyte injury markers, autophagy flux, and the activity of the METTL3-m6A-mTOR pathway.

**Results:**

UPLC-MS/MS analysis successfully identified multiple chemical metabolites in YHY, providing a comprehensive phytochemical profile of the formula. Treatment with YHY significantly ameliorated renal dysfunction and attenuated podocyte injury in *db/db* mice. Both *in vivo* and *in vitro* models exhibited impaired autophagy and hyperactivated mTOR signaling under diabetic conditions. Crucially, YHY treatment inhibited METTL3 expression and m6A methylation levels, leading to decreased mTOR mRNA stability and protein expression, which subsequently restored autophagic activity.

**Conclusion:**

YHY, a traditional Chinese medicine formula with defined chemical metabolites, ameliorates podocyte damage in DN by activating autophagy via the METTL3-m6A-mTOR signaling pathway. This study provides novel insights into the epigenetic regulation of DN and underscores the potential of YHY as a therapeutic agent for this condition.

## 1 Introduction

Diabetic nephropathy (DN), a severe complication of diabetes (Martínez-Castelao et al., 2023), has emerged as the primary cause of chronic kidney disease and end-stage renal disease globally, representing over 40% of end-stage renal disease cases worldwide and posing a significant mortality risk (Ma et al., 2025). Epidemiological studies suggest that 30%–40% of the approximately 537 million adults with diabetes may develop DN (Tuttle et al., 2022). As the prevalence of DN rises, novel therapeutic options are consistently being developed. The current management of DN employs a multifaceted pharmacological strategy that integrates glycaemic control (e.g., sodium-glucose cotransporter 2 [SGLT2] inhibitors, glucagon-like peptide-1 [GLP-1] receptor agonists), renin-angiotensin-aldosterone system inhibition (e.g., Angiotensin Converting Enzyme [ACE] inhibitors, angiotensin receptor blocker [ARBs]), and metabolic modulation (e.g., statins). Although these therapies may decelerate disease progression, their nephroprotective benefits are constrained, resulting in many patients enduring a continuous deterioration of renal function. This therapeutic gap highlights the pressing necessity to clarify new molecular pathways underlying DN pathogenesis and to determine specific treatment methods (Chaudhuri et al., 2022).

Podocyte injury plays a critical initiating role in DN pathogenesis (Zhong et al., 2024). Podocytes, as terminally developed glomerular epithelial cells, sustain the integrity of the glomerular filtration barrier by their distinctive cytoskeletal architecture (Cunanan et al., 2025). In a high-glucose microenvironment, podocytes exhibit heightened sensitivity to metabolic dysfunctions, resulting in cytoskeletal disintegration and downregulation of essential podocyte membrane proteins (e.g., Nephrin, Podocin), expedited apoptosis, and irreversible detachment due to dedifferentiation, impaired autophagy, and the accumulation of senescent phenotypes (Li L. et al., 2025; Li et al., 2023). These alterations occur prior to conventional pathological indicators (such as glomerular basement membrane thickening and mesangial enlargement) and directly result in the rupture of the filtration barrier, clinically evident as the development from microalbuminuria to overt proteinuria (Zhang et al., 2024). The loss of podocytes is becoming acknowledged as a pivotal factor in glomerulosclerosis, with its irreparable character propelling permanent damage progression, highlighting its significance in targeted therapy for DN. Consequently, it is imperative to investigate the function and mechanism of podocytes in the initiation of DN.

Autophagy is a conserved degradation mechanism that protects podocytes by clearing damaged proteins and organelles under diabetic conditions. Its dysregulation contributes to DN progression, characterized by podocyte injury, lysosomal dysfunction (Wu et al., 2021), and cellular senescence (Zhao et al., 2024). The mTOR signaling pathway, a key negative regulator of autophagy (Shi et al., 2025), is hyperactivated in DN, suppressing autophagic flux and exacerbating cellular damage (Liu et al., 2024). Enhancing autophagy has been shown to mitigate podocyte injury and proteinuria (Li et al., 2024). Emerging evidence links autophagy to N6-methyladenosine (m6A) RNA modification, a dynamic epigenetic mechanism regulating gene expression (Zhang and Wang, 2023). The m6A modification, controlled by methyltransferases (Methyltransferase like 3 [METTL3] and Methyltransferase like 14 [METTL14], demethylases, and binding proteins (Lin et al., 2023), can modulate autophagy-related genes in podocytes and delay DN progression (Zhang M. et al., 2025). Notably, METTL3 has been implicated in regulating mTOR signaling (Cheng et al., 2022), suggesting a potential METTL3-m6A-mTOR axis connecting epitranscriptomics to autophagic dysfunction in DN.

Traditional Chinese Medicine (TCM) formulas, characterized by their multi-ingredient and multi-target profiles, have long served as a valuable source for drug discovery. In TCM, Yuye Decoction and Siwu Decoction have been widely used in patients with DN. Yuye Decoction, derived from Zhang Xichun’s Qing Dynasty work “Medical Records of Integrating Chinese and Western Medicine”, represents a fundamental prescription for early-stage DN, with documented glucose-lowering efficacy in both clinical and animal experimental settings (He et al., 2023). Siwu Decoction, from “Taiping Huimen Heji Jufang”, providing valuable adjunctive therapy in advanced DN where blood stasis syndrome and renal anemia predominate. Based on modified applications of these classical formulations, our research group developed the Yiqi Huoxue Yangyin Decoction (YHY). YHY comprises five botanical drugs: Sheng Huangqi (*Astragalus membranaceus (Fisch.) Bge. var. mongholicus (Bge.) Hsiao* root), Chuanxiong (*Ligusticum chuanxiong Hort.* rhizome), Gegen (*Pueraria lobata (Willd.) Ohwi* root), Shengdi (*Rehmannia glutinosa Libosch.* root), and Tianhuafen (*Trichosanthes kirilowii Maxim.* root). This formulation is designed to replenish qi and yin, activate blood circulation, and clear heat, thereby targeting the core pathogenesis of DN, which is characterized in TCM as root deficiency (qi and yin depletion) with branch excess (blood stasis and internal heat). Within this formulation, Astragalus membranaceus acts as the sovereign herb to tonify spleen qi, supported by Rehmannia glutinosa as the deputy to nourish yin and clear heat, while Ligusticum chuanxiong, Pueraria lobata, and Trichosanthes kirilowii serve as assistants to promote blood circulation, enhance fluid production, and resolve residual heat. YHY’s distinctive polypharmacological profile exemplifies the capacity of botanical medicine to achieve individualized therapeutic outcomes through multi-target modulation, yet despite previous demonstrations of its hypoglycemic and renoprotective effects in DN models, the specific autophagy-mediated mechanisms underlying its effects remain incompletely characterized (Deng et al., 2018).

Hence, this study first conducted an extensive network pharmacology analysis to uncover its potential targets, which was further integrated with RNA-seq data for mechanistic exploration. The chemical profile of YHY was characterized using UPLC-MS/MS. Then, through both *in vivo* experiments employing *db/db* mice and *in vitro* studies using high glucose-induced MPC-5 podocytes, we deciphered the renoprotective mechanism of YHY, focusing on the novel METTL3-m6A-mTOR-autophagy pathway.

## 2 Methods

### 2.1 Experimental drugs

The botanical formulation YHY comprises five constituent medicinal plants: Sheng Huangqi (*Astragalus membranaceus (Fisch.) Bge. var. mongholicus (Bge.) Hsiao* root), Chuanxiong (*Ligusticum chuanxiong Hort.* rhizome), Gegen (*Pueraria lobata (Willd.) Ohwi* root), Shengdi (*Rehmannia glutinosa Libosch.* root), Tianhuafen (*Trichosanthes kirilowii Maxim.* root). All botanical materials were procured from Zhejiang Chinese Medical University Herbal Pieces Co., Ltd. (Hangzhou, China).

YHY extract preparation. The YHY formulation (24.0 g Huangqi, 6.0 g Chuanxiong, 12.0 g Shengdi, 12.0 g Gegen, 6.0 g Tianhuafen) was macerated in 1.0 L ultrapure water (25 °C, 30 min), then decocted with an additional 3.0 L ultrapure water. After filtration (0.22 μm), the marc was re-extracted under identical conditions. The combined filtrates were concentrated via rotary evaporation (60 °C, 80 rpm) to 3 g crude drug/mL, aliquoted, and either used immediately or lyophilized and stored at −80 °C. For comparative purposes, dapagliflozin (AstraZeneca, UK) was prepared as an aqueous solution (1.3 mg/mL).

YHY-containing serum preparation. Healthy SD rats received daily high-dose YHY extract by gavage for 4 days; controls received an equal volume of normal saline. At 1–2 h after the final gavage, blood was collected from the abdominal aorta, allowed to clot, and centrifuged (3,000 rpm, 10–15 min) to separate serum. Sera were inactivated (56 °C, 30 min), filter-sterilized (0.22 μm), aliquoted, and stored at −80 °C.

### 2.2 Identification of detected metabolites in YHY and its drug-containing serum

Lyophilized YHY extract was reconstituted in 50% methanol-water (10 mg/mL), centrifuged (12,000 × g, 5 min), and filtered (0.22 μm PES membrane). Serum samples (0.1 mL) were precipitated with four volumes of methanol, vortexed (2 min), and centrifuged (12,000 rpm, 15 min). Chromatographic separation was performed on a CORTECS T3 C18 column (2.1 mm × 150 mm, 1.6 μm; 35 °C) using 0.1% aqueous formic acid (A) and acetonitrile (B) at 0.3 mL/min with gradient elution: 0–2 min, 5% B; 2–32 min, 5%–100% B; 32–33 min, 100% B; 33.5–35 min, 5% B. Injection volume was 2 μL. Mass spectrometric detection employed ESI in dual-polarity MSE mode (m/z 50–1,200; scan time 0.2 s) with collision energy ramping (low 6 V; high 15–45 V). Ionization parameters: capillary ±3.0 kV; cone voltage 40 V; source offset 80 V; desolvation temperature 500 °C (positive)/400 °C (negative); desolvation gas flow 1000 L/h (positive)/800 L/h (negative); nebulizer gas 6.5 bar. Leucine enkephalin was used for real-time mass correction. LC-MS data were processed using Progenesis Qi; compounds were identified by database matching (*P* < 0.05, mass deviation < ±5 ppm).

### 2.3 Mice and treatments

Male leptin receptor-deficient *db/db* mice (*BKS.Cg-Lepr<db>/+*), with heterozygous littermates (*db/m*) as non-diabetic controls, were used to model type 2 diabetes and DN. All 8-week-old mice were obtained from GemPharmatech Co., Ltd. (Nanjing, China) and housed under specific pathogen-free conditions (20 °C–25 °C, 40%–70% humidity, 12-h light/dark cycle) at the Zhejiang Chinese Medical University Experimental Animal Research Centre. After 1 week of acclimatization, *db/db* mice were stratified by blood glucose and body weight, and randomly assigned to five groups (n = 10 per group): untreated diabetic model (Model), low-dose YHY (YHY-L, 0.4875 g extract/kg/day), medium-dose YHY (YHY-M, 0.975 g extract/kg/day), high-dose YHY (YHY-H, 1.95 g extract/kg/day), and dapagliflozin positive control (1.3 mg/kg/day). Non-diabetic *db/m* mice served as healthy controls (Ctrl). The lowest dose corresponds to the human clinical equivalent dose calculated from 60 g crude drug/day for a 60 kg adult using body surface area normalization (Reagan-Shaw et al., 2008); the medium and high doses represent 2- and 4-fold multiples to establish a dose-response relationship. Treatments were administered once daily by oral gavage (50 µL/10 g body weight) for 4 weeks: YHY groups received the extract at designated doses, Model and Ctrl groups received vehicle (purified water), and the positive control group received dapagliflozin. Body weight and fasting blood glucose (6-h fast) were measured weekly. At week 4, 24-h urine samples were collected using metabolic cages (Tecniplast, Italy) for proteinuria and albuminuria assessment. Mice were then euthanized under deep CO_2_ anesthesia (2–5 L/min) per AVMA Guidelines (2020), and tissues were harvested for further analysis.

All procedures were performed in compliance with the *Regulations on the Administration of Laboratory Animals* and received approval from the Zhejiang Chinese Medical University Institutional Animal Care and Use Committee (Protocol No. IACUC-20240513–32).

### 2.4 Transcriptomics analysis

Kidney tissue samples from four mice per group (control, model, and YHY) were collected for total RNA extraction. Following mRNA enrichment and fragmentation, reverse transcription was performed to synthesize cDNA. Fragments sized 370–420 bp were selected via AMPure XP beads, PCR-amplified, and purified to construct the sequencing library. Libraries passing quality control were pooled and sequenced on the Illumina platform. After quality filtering of raw reads, differential expression analysis was conducted using R packages. Differentially expressed genes (DEGs) were defined by a fold change >1.2 and a *P*-value <0.05. The raw data have been deposited in the GEO database under accession number GSE315612.

### 2.5 GEO database mining

GSE96804 and GSE30529 were selected as core datasets from the GEO database for DN. Using R 4.4.3, differentially expressed targets between DN and normal samples were screened (|log^2^FC| ≥ 0.8, *P* < 0.05), and their intersection was imported into the STRING database (*Homo sapiens*). The HomoSapines mode is selected for analysis. By hiding the unconnected nodes in the network graph, the core targets are further screened.

### 2.6 Serum insulin and glycated hemoglobin quantification

Blood samples were collected and processed at the Animal Experiment Center of Zhejiang Chinese Medical University. Glycated hemoglobin (HbA1c) levels were determined using a high-throughput four-channel automated analyzer (BioHermes WQ-4000, Wuxi BioHermes Bio & Medical Technology Co., Ltd., China). Serum insulin concentrations were quantified using a commercially available mouse-specific enzyme-linked immunosorbent assay (ELISA) kit (Mouse Insulin ELISA Kit, Nanjing Jiancheng Bioengineering Institute, China) following the manufacturer’s protocol.

### 2.7 Histopathological evaluation

Following the experimental protocol, bilateral kidneys were collected. For histology, tissues were fixed in 4% paraformaldehyde (0.1 M phosphate buffer, pH 7.4; Lanjieke Technology Co., Ltd., Beijing, China) for 24 h. After routine processing, 4-μm serial sections were stained with Hematoxylin and Eosin (HE), Periodic Acid-Schiff (PAS), and Masson’s trichrome. Renal pathology was assessed using a semi-quantitative scoring system (0–4) based on the percentage of affected area: 0 = normal; 1 = < 25%; 2 = 25–50%; 3 = 50–75%; 4 = > 75%. Glomerular injury scores were averaged from multiple measurements. For fibrosis quantification, Masson’s trichrome-stained sections were analyzed using ImageJ. Collagen-positive areas (aniline blue signal) were isolated via color deconvolution, thresholded, and expressed as a percentage of total tissue area.

### 2.8 Ultrastructural analysis by transmission electron microscopy

For ultrastructural evaluation, renal cortical tissue (1 mm^3^) was fixed in 2.5% glutaraldehyde (in 0.1 M phosphate buffer, pH 7.4; Sinopharm, Beijing, China) at 4 °C for 24 h, post-fixed, and embedded in epoxy resin (Epon 812). Ultrathin sections (70 nm) were mounted on copper grids, stained with 1% uranyl acetate (30 min) and 0.5% lead citrate (10 min), and examined under a transmission electron microscope.

### 2.9 Immunohistochemical and immunofluorescence analysis

Paraffin-embedded kidney sections were processed for antigen retrieval after deparaffinization and rehydration. For immunohistochemistry, sections were blocked with 10% normal goat serum and incubated overnight at 4 °C with primary antibodies against P62/SQSTM1 (1:1,000; ab109012, Abcam), ULK1 (1:100; A8529, ABclonal), and phospho-mTOR (1:500; ab109268, Abcam). Following HRP-conjugated secondary antibody incubation, signals were developed with DAB and counterstained with hematoxylin. For immunofluorescence, LC3B antibody (1:1,000; ab192890, Abcam) was used, followed by Alexa Fluor 488-conjugated secondary antibody and DAPI nuclear staining. All images were captured via confocal microscopy and analyzed with ImageJ using color deconvolution for IHC and puncta quantification for IF.

### 2.10 Cell culture

Mouse podocyte cells (MPC-5) were obtained from iCell Bioscience (Shanghai, China) and cultured in high-glucose DMEM (Gibco, NY, USA). To evaluate the therapeutic effects of YHY, MPC-5 cells were treated with high glucose (HG; 55 mM, 48 h) in the presence of 10% blank or YHY-containing serum. Based on preliminary dose-response tests, three groups were established: normal glucose (NG; 25 mM glucose +10% blank serum), HG control (55 mM glucose +10% blank serum), and YHY treatment (55 mM glucose +10% YHY-enriched serum). All analyses were performed after treatment completion.

### 2.11 Cell viability assay

Cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8; Selleck Chemicals, TX, USA). MPC-5 cells were seeded in 96-well plates (1 × 10^4^ cells/mL), treated as indicated, and then incubated with 10 µL of CCK-8 reagent in 90 µL of serum-free medium for 2 h at 37 °C. Absorbance was measured at 450 nm using a microplate reader (Thermo Fisher Scientific, MA, USA).

### 2.12 Cell migration analysis

Cell migration was assessed using a wound healing assay. MPC-5 cells were seeded into 6-well plates (2.5 × 10^4^ cells/mL; 2 mL/well) and cultured to confluence. Monolayers were scratched with a sterile 10 μL pipette tip, washed with PBS, and maintained in low-serum (1% FBS) DMEM. Wound closure was imaged by phase-contrast microscopy at 0, 12, and 24 h. The residual wound area was quantified using ImageJ, and migration percentage was calculated relative to the initial area.

### 2.13 Quantitative real-time PCR analysis

Total RNA was extracted from treated MPC-5 cells using TRIzol (Invitrogen). First-strand cDNA was synthesized from 1 μg RNA using a PrimeScript RT kit (TaKaRa; 37 °C for 15 min, 85 °C for 5 s). Quantitative PCR was performed in 20 μL reactions with SYBR Green Master Mix (Selleck Chemicals) on an Eppendorf Mastercycler ep realplex system. Gene-specific primers spanning exon-exon junctions (Supplementary Table 1) were used, with β-actin as the endogenous control. Relative expression was quantified via the 2^^(-△△Ct)^ method and normalized to controls. All reactions were run in technical triplicates.

### 2.14 Western blotting

Protein expression in MPC-5 cells and renal tissues was assessed by Western blotting (n = 3 per group). Equal protein amounts were separated by SDS-PAGE, transferred to nitrocellulose membranes, and blocked with 5% non-fat milk (2 h, RT). After overnight incubation at 4 °C with primary antibodies (Supplementary Table 2), membranes were probed with HRP-conjugated secondary antibodies (1:2000; 2 h, RT). Bands were visualized via enhanced chemiluminescence and quantified densitometrically with ImageJ, normalizing to loading controls.

### 2.15 Quantification of m6A RNA methylation levels

Global m6A methylation levels were quantified using the EpiQuik™ m6A RNA Methylation Quantification Kit (Epigentek). All steps were carried out strictly in accordance with the instructions of the kit.

### 2.16 Cell transfection

Cells in logarithmic growth phase were seeded into 6-well plates (2 × 10^5^ cells/well) in antibiotic-free medium and cultured for 24 h to reach 60%–80% confluence. For transfection, Lipofectamine 3,000 (5 μL; Invitrogen) and plasmid DNA (2.5 μg) or siRNA (50 nM) were separately diluted in 500 μL OPTI-MEM, mixed, incubated for 20 min at RT, and added dropwise to cells. After 6 h, the medium was replaced with fresh antibiotic-free complete medium to minimize cytotoxicity.

### 2.17 Monodansylcadaverine (MDC) staining

Autophagy was detected using an MDC (monodansylcadaverine) staining kit (Beyotime). Cells were incubated with MDC staining solution following the manufacturer’s protocol and then visualized under a fluorescence microscope.

### 2.18 Lysosomal staining using lyso-tracker red fluorescent probe

Cells in logarithmic growth phase were seeded into 24-well plates (5 × 10^4^ cells/well) and cultured for 12 h. After treatment, cells were washed with PBS, stained with 50 nM LysoTracker Red (30 min, 37 °C, dark) and Hoechst 33342 (5 μg/mL, 5 min, RT), and imaged under an inverted fluorescence microscope. Lysosomal fluorescence intensity was quantified with ImageJ and normalized to controls.

### 2.19 Statistical analysis

Data are presented as mean ± SEM. Statistical analyses were performed using GraphPad Prism 9.0. Normality was assessed by the Shapiro-Wilk test. Comparisons between two groups were analyzed by unpaired two-tailed Student’s t-test. For multiple group comparisons, one-way ANOVA followed by Tukey’s *post hoc* test was used, while two-way ANOVA with Bonferroni’s *post hoc* test was applied for analyses involving two independent variables. The threshold for statistical significance was established at three levels: *P* < 0.05 indicating significance, *P* < 0.01 denoting high significance, and *P* < 0.001 representing extreme significance.

## 3 Results

### 3.1 Analysis of the detected metabolites of YHY and its drug-containing serum

The chemical metabolites of YHY were meticulously examined utilising UPLC-MS/MS. It presents representative total ion chromatograms from both positive and negative ionisation modes (Figure 1). Raw mass spectrometric data were processed using UNIFI 2.0 software (Waters Corporation). The specific metabolites are detailed in Supplementary Table 3.

**FIGURE 1:**
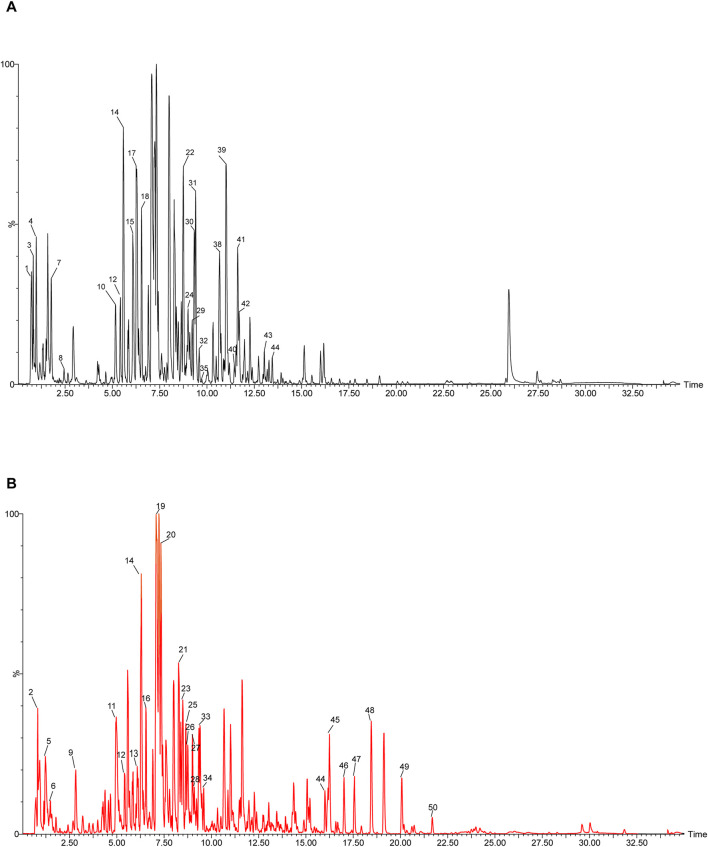
YHY total ion flow diagram. **(A)** The black curve denotes the total ion current for positive ions. **(B)** The red curve denotes the total ion current for negative ions.

The High-resolution mass spectrometry analysis of drug-containing serum identified 30 metabolites with significantly elevated levels compared to normal serum (Supplementary Figure 1). The major metabolites among these are listed in Supplementary Table 4.

### 3.2 YHY improves blood and urinary glucose levels and renal manifestations of diabetes in *db/db* mice

A comprehensive assessment of the hypoglycemic impact of YHY was performed in accordance with the experimental design illustrated in the schematic diagram (Figure 2A). Multimodal study of blood glucose regulation, pancreatic function, and renal protection revealed a significant enhancement in the metabolism of *db/db* mice: *db/db* mice exhibited significantly elevated fasting blood glucose (FBG) and body weight (BW) relative to the Ctrl group (Figures 2B,C). YHY-H markedly increased the kidney/body weight ratio (Figure 2D), but the YHY-L and YHY-M demonstrated a minimal impact on albumin excretion (Figure 2E). The YHY therapy reduced hyperglycemia (Figure 2F), with YHY-H exhibiting effects similar to Dapa, and normalized plasma insulin levels to values akin to those of Dapa (Figure 2G). YHY ameliorated specific DM irregularities, including polyuria, polydipsia, and polyphagia (Figure 2H), while urinalysis demonstrated reductions in proteinuria and albuminuria (Figure 2I). Both YHY-H and Dapa significantly lowered glycosylated hemoglobin, type A1C (HbA1c) levels (Figure 2J), highlighting YHY’s multifarious benefits on glucose homeostasis, weight regulation, insulin secretion, and renal protection in diabetes.

**FIGURE 2:**
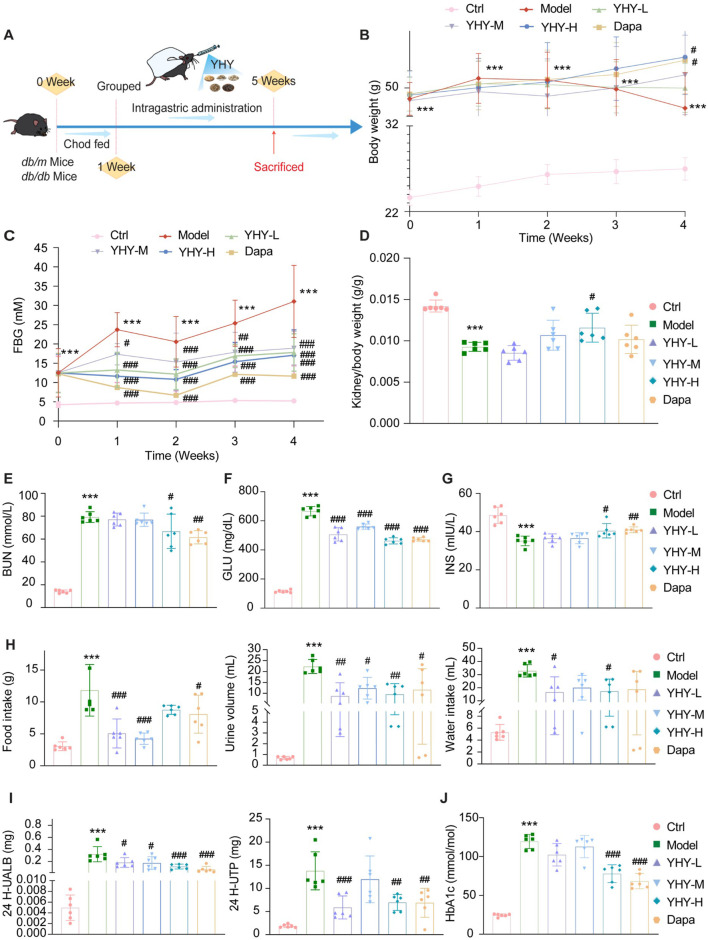
Physical and biochemical analysis of mice. **(A)** Schematic diagram of the animal experiment process. **(B)** Body weight (BW). **(C)** Fasting blood glucose (FBG). **(D)** Kidney/Body weight. **(E)** Blood urea nitrogen (BUN). **(F)** Glucose (GLU). **(G)** Insulin level. **(H)** Food intake, Urine volume, Water intake. **(I)** 24 H-urinary albumin, 24 H-urinary protein quantity. **(J)** Glycated hemoglobin (HbA1c). Data were shown as mean ± SD, ^*^ *P* < 0.05 and ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. Ctrl; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Model.

### 3.3 YHY improves renal dysfunction in *db/db* mice

A significant corpus of literature has established that DN is marked by a range of renal pathological changes, including glomerular hypertrophy, inflammatory cell infiltration, mesangial matrix expansion, glycogen accumulation, and capillary dilation (Dwivedi and Sikarwar, 2025). Histopathological analysis with HE staining (Hematoxylin-Eosin staining) demonstrated inflammatory cell infiltration and structural damage in the renal tissues of diabetes model mice, which was considerably improved by YHY therapy (Figures 3A,B). The expression of pro-inflammatory cytokines (Tumour necrosis factor-α, Interleukin-1β, and Interleukin-18) was markedly increased in diabetic mice but dramatically reduced by medium- and high-dose YHY treatment (Figure 3C). Masson’s trichrome staining demonstrated significant collagen accumulation and glomerular fibrosis in the model group (Figures 3D,E), corroborated by elevated mRNA levels of fibrosis-associated markers (Fibronectin, α-smooth muscle actin, and Vimentin) as measured by qPCR (Figure 3F). PAS examination revealed glycogen accumulation and thickening of the glomerular basement membrane in diabetic mice. Additionally, podocyte damage markers showed elevated Desmin expression, while the expression levels of NPHS2 and Synaptopodin were significantly decreased. These changes were significantly reversed after YHY intervention (Figures 3G–I). Taken together, these data collectively indicate that YHY therapy reduces renal pathology in DN by diminishing inflammatory responses, fibrosis development, and podocyte injury, therefore maintaining kidney structural integrity.

**FIGURE 3:**
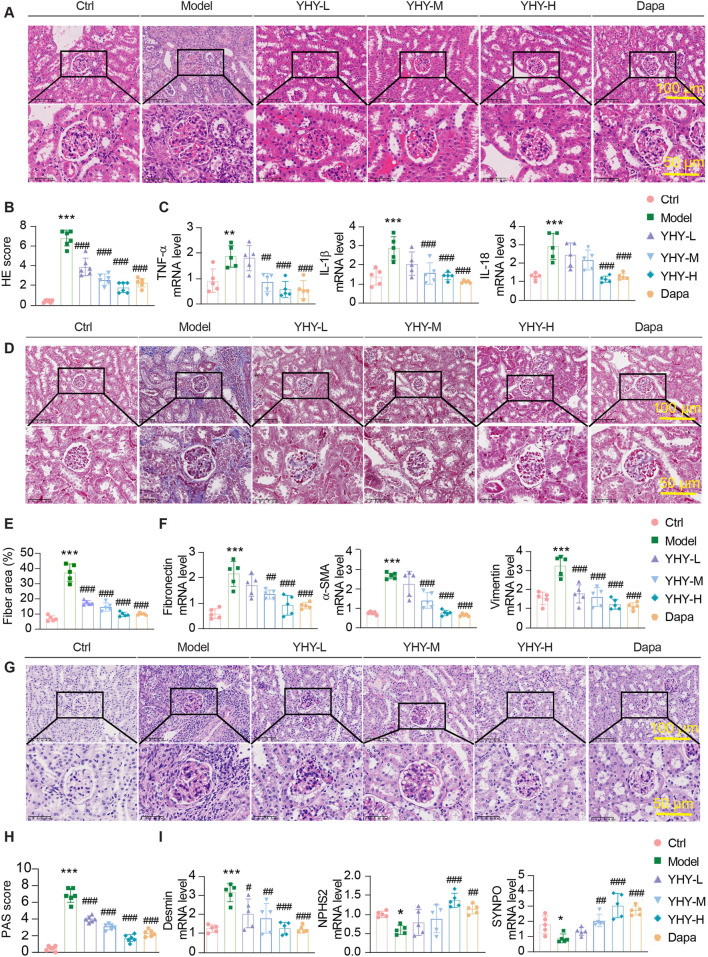
Effects of YHY on Renal Pathological Morphology, and Glomerular Fibrosis in Mice. **(A,B)** HE and pathological score statistical chart (scale bar = 50 μm and 100 μm). **(D,E)** Masson staining and collagen area fraction (scale bar = 50 μm and 100 μm). **(G,H)** PAS and pathological score statistical chart (scale bar = 50 μm and 100 μm). **(C,F,I)** mRNA expressions of pro-inflammatory cytokines (TNF-α, IL-1β, and IL-18), fibrosis-associated proteins (Fibronectin, α-sma, and Vimentin), and podocyte injury markers (Desmin, NPHS2, and SYNPO). Data were shown as mean ± SD, ^*^ *P* < 0.05 and ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. Ctrl; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Model.

### 3.4 YHY attenuates renal dysfunction by regulating autophagy-mediated by mTOR

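Kidney RNA was sequenced from 12 male mice, 4 in each of 3 groups. The Ctrl mice were non-diabetic db/m mice, the Model mice were db/db mice, which lack a working leptin receptor and become obese and diabetic, and the YHY mice were db/db mice that received YHY by gavage for 4 weeks. The sample labels give an age of 13 weeks and a YHY concentration of 6.24 g/mL, whereas the paper gives its doses per kg of body weight, and its text does not name the dose group that was sequenced. The labels call the tissue kidney and the description of the series calls it renal cortex. Libraries were made from enriched mRNA and sequenced on the Illumina platform. The authors deposited the number of reads counted on each of 57490 genes in each mouse, without normalization, and tables of their comparisons. The aligner, the counting tool, the genome build and the use of read strand in the counting are not stated, so the coordinates given here are those of the deposited table. Between 29632718 and 33276634 reads per mouse were counted on genes in Ctrl (median 32957201), between 24415658 and 29784346 in Model (median 26225909.5) and between 25149764 and 29698342 in YHY (median 25748879.5). The group means in the authors' deposited tables equal those of 9 of the 12 mice, namely Ctrl 1, 3 and 4, Model 2, 3 and 4, and YHY 1, 2 and 3. Ctrl 2, Model 1 and YHY 4 were left out of these means, and the paper gives no reason. Values are therefore given first over the 9 mice and then over all 12. Transcripts of the mitochondrial genome took from 18.4% to 18.6% of the counts of the 3 Ctrl mice in the authors' means, from 53.4% to 58.9% in the 3 Model mice and from 53.8% to 64.6% in the 3 YHY mice. In the left-out mice the share was 22.7% in Ctrl 2, 41.2% in Model 1 and 54.2% in YHY 4. Every share of a single mouse has a 95% Wilson binomial interval narrower than 0.1 percentage points. Over all mice the share was 19.5% ± 2.12 in Ctrl, 52.2% ± 7.68 in Model and 56.8% ± 5.21 in YHY (SD, n = 4 mice each). A share this different between groups makes the scaling of the libraries matter, and edgeR's TMM factors, which lay between 0.720 and 1.345, were used with scaling by library size alone as an alternative. Genes with too few counts for a test were removed with edgeR's filterByExpr, which left 17414 genes over the 9 mice and 17431 over the 12. Groups were compared by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested. Levels are given as CPM, counts divided by the TMM-scaled library size. Single genes were also compared by a two-sided exact permutation test, whose smallest P is 0.1 for 3 mice against 3 and 0.0286 for 4 against 4. Intervals and lower bounds cover counting error only, because reads copied by PCR are not independent molecules.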

To clarify the molecular processes responsible for the protective effects of YHY on DN, transcriptome profiling was conducted. Integrative transcriptome and functional analysis revealed mTOR-mediated autophagic dysregulation in DN and its specific mitigation by YHY. A comparative study identified 2,644 genes that were substantially upregulated and 1,368 genes that were downregulated in the Model group relative to the Ctrl group. 

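Over the 9 mice of the authors' means, 4001 genes were higher and 4516 lower in Model than in Ctrl at a fold change over 1.2 and an unadjusted P under 0.05. Over all 12 mice, 4266 were higher and 3912 lower, so the direction with more genes differed between the sets of mice. By chance, 871 genes over the 9 mice and 872 over the 12 would have had such a P. With an adjusted P under 0.05 and no fold limit, 3284 genes were higher and 3783 lower over the 9 mice, against 3412 and 3219 over the 12. Scaling by library size alone changed the balance of directions, with 1958 higher and 6625 lower at the fold limit and 1547 and 5667 at an adjusted P under 0.05 over all 12 mice. By the adjusted P, 21.4% of the genes were then higher, against 51.5% with TMM. Reading the limit as a log2 fold change above 1.2 left 1995 higher and 1331 lower over the 9 mice and 1904 and 893 over the 12. The authors' deposited table lists 4012 genes past that reading of the limit, of which 3388 were tested over all 12 mice. Of these, 3387 changed in the same direction here and 2799 of them had an adjusted P under 0.05. Across the genes tested over the 9 mice, which are not independent replicates, the log2 fold changes correlated with those of the authors' deposited table with a Pearson r of 0.9993.

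Genes were ranked among those with a gene symbol and a mean count of at least 50 whose 4 Model and 4 Ctrl mice did not overlap. The largest rises were those of 4930422C21Rik, Ugt1a2 and Gm45203 and the largest falls those of Gm6300, Eif1ad7 and Neurog2. The long non-coding RNA 4930422C21Rik (ENSMUSG00000110476, chromosome 8, 116908190 to 116914108) had at most 2 counts in any Ctrl mouse and 120 to 191 in the Model mice. It was at least 97.6-fold higher in Model over the 9 mice and at least 83.0-fold higher over all, with 0 CPM in Ctrl 2 and 3.86 CPM in Model 1. Ugt1a2 (ENSMUSG00000090171, chromosome 1, 88128323 to 88146719) is 1 of 9 listed Ugt1a genes, between which the authors' counting could split reads. Its level was 6.34 ± 2.92 CPM in Model and 0.174 ± 0.187 CPM in Ctrl over the authors' mice (SD, n = 3), a log2 fold change of 5.14 (standard error 0.80, adjusted P = 2.92e-04). Over all mice the log2 fold change was 5.37 (standard error 0.77, adjusted P = 8.87e-05), with 0 CPM in Ctrl 2 and 3.57 CPM in Model 1. Gm45203 (ENSMUSG00000108494, chromosome 7, 79760552 to 79762382), a transcript still to be experimentally checked according to the annotation, rose by a log2 fold change of 6.18 over the authors' mice (standard error 0.35, adjusted P = 6.58e-07) and 5.33 over all (standard error 0.64, adjusted P = 2.37e-05). Model 1 had 2.58 CPM of Gm45203 against 12.8 to 14.0 CPM in the other Model mice, and Ctrl 2 had 0.562 CPM. The pseudogene Gm6300 (ENSMUSG00000104375, chromosome 3, 14428177 to 14442647) had 679 to 3353 counts in Ctrl mice and none in any Model mouse. It was at least 346-fold lower in Model over the authors' mice and at least 400-fold lower over all, with 66.3 CPM in Ctrl 2. Eif1ad7 (ENSMUSG00000079029, chromosome 12, 88237410 to 88241270) had 137 to 294 counts in Ctrl mice and none in Model mice. It was at least 35.9-fold lower over the authors' mice and at least 37.3-fold lower over all, with 4.71 CPM in Ctrl 2. It is 1 of 17 numbered Eif1ad genes whose reads the counting could split. Neurog2 (ENSMUSG00000027967, chromosome 3, 127426784 to 127429280) had 139 to 307 counts in Ctrl mice and at most 2 in a Model mouse. This is at least 41.6-fold lower over the authors' mice and at least 41.1-fold lower over all, with 4.40 CPM in Ctrl 2 and 0 CPM in Model 1. The YHY mice, also db/db, had 0 to 4 counts of Gm6300, 0 to 6 of Eif1ad7 and 0 of Neurog2. They had 74 to 202 counts of 4930422C21Rik. For these genes a genetic difference between db/m and db/db mice cannot be told apart from an effect of diabetes, because genotype goes with the groups.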

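Between YHY and Model mice, 2420 genes were higher and 2452 lower over the 9 mice of the authors' means at a fold change over 1.2 and an unadjusted P under 0.05. Over all 12 mice the numbers were 2429 and 2559. Fewer genes passed an adjusted P of 0.05, namely 860 higher and 1273 lower over the 9 mice and 982 and 1329 over the 12. The number of these genes depended on single mice, falling to 419 higher and 727 lower without Model 3. With the limit read as a log2 fold change above 1.2, 475 genes were higher and 476 lower over the 9 mice and 407 and 369 over the 12. The authors' deposited table lists 1065 genes past this limit. Of those, 856 were tested here over 12 mice, 855 changed in the same direction and 411 of them had an adjusted P under 0.05. The log2 fold changes of the genes tested over the 9 mice correlated across genes with those of the authors' deposited table with a Pearson r of 0.9979.

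Genes changed between Model and Ctrl at an adjusted P under 0.05 were followed into the comparison of YHY with Model. Over the 9 mice, 47.7% of 7067 such genes moved back towards Ctrl under YHY. Over all 12 mice, 40.6% of 6631 did. Both comparisons share the Model mice, so chance alone puts this share above 50%. In 40 sets of simulated mice without any YHY effect it averaged 61.3% (SD 0.756) over the 9 mice and 59.4% (SD 0.771) over all. The simulated mice varied less than the real ones, since the 70 regroupings of the 8 db/db mice into Model and YHY gave shares from 30.6% to 83.8%. Of the 70, 17 gave a share as low as 40.6%, so over all mice it does not stand apart from other groupings. Restricted to genes with an adjusted P under 0.05 in both comparisons, 485 moved back and 572 moved further from Ctrl over the 9 mice, and 365 and 656 over the 12.

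The genes with the largest rises under YHY, by the rule used for Model against Ctrl, were Ighg1, Pdk4 and Cytl1, and those with the largest falls were Gm4208, Tm4sf5 and Cdk1. The immunoglobulin constant gene Ighg1 (ENSMUSG00000076614, chromosome 12, 113288860 to 113294143) rose by a log2 fold change of 5.92 over the authors' mice (adjusted P = 0.00781) and 5.79 over all (standard error 1.16, adjusted P = 0.00541). YHY 1 carried 58.8 CPM against 0.697 to 5.09 CPM in the other YHY mice, and without it the log2 fold change was 3.32. Pdk4, a kinase that acts on pyruvate dehydrogenase (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309), had 44.6 ± 28.2 CPM in YHY and 8.09 ± 3.59 CPM in Model over the authors' mice (SD, n = 3), a log2 fold change of 2.46 (adjusted P = 0.00457). Over all mice it was 2.58 (standard error 0.38, adjusted P = 8.84e-04), with 68.1 CPM in YHY 4 and 9.08 CPM in Model 1. Cytl1 (ENSMUSG00000062329, chromosome 5, 37892863 to 37897164) rose by a log2 fold change of 2.64 over the authors' mice and 2.48 over all (adjusted P = 0.00432 and 0.00599), with 2.13 CPM in YHY 4 and 0.805 CPM in Model 1. Gm4208, a long non-coding RNA (ENSMUSG00000100426, chromosome 1, 62860510 to 62871529), changed by a log2 fold change of -4.58 over the authors' mice and -4.41 over all (adjusted P = 0.00264 and 3.81e-04), with 0.310 CPM in YHY 4 and 5.28 CPM in Model 1. The membrane protein gene Tm4sf5 (ENSMUSG00000018919, chromosome 11, 70396070 to 70402004) changed by -3.24 and -2.78 (adjusted P = 0.0056 and 0.00707), with 5.50 CPM in YHY 4 and 27.4 CPM in Model 1. Cdk1, a kinase that drives cell division (ENSMUSG00000019942, chromosome 10, 69170976 to 69188768), had 0.710 ± 0.514 CPM in YHY and 4.84 ± 0.257 CPM in Model over the authors' mice (SD, n = 3), a log2 fold change of -2.73 (adjusted P = 0.0101). This was -2.75 over all mice (standard error 0.45, adjusted P = 0.00171), with 0.659 CPM in YHY 4 and 4.38 CPM in Model 1.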

The YHY intervention significantly rectified this transcriptional imbalance, leading to the overexpression of 550 genes and the downregulation of 515 genes compared to the Model group (Figures 4A,B). KEGG pathway enrichment analysis revealed multiple markedly modified signalling pathways, notably the mTOR signalling pathway and autophagy-related activities, both of which play a crucial role in the pathogenesis of diabetic renal damage. 

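In the authors' deposited table of KEGG pathways for Model against Ctrl, the mTOR signalling pathway ranked 315 of 331 by P, with 15 changed genes (8 higher, 7 lower) where 25.7 were expected by chance (P = 0.995, adjusted P = 1). Autophagy in animals ranked 211 in the authors' deposited table, with 28 changed genes against 31.3 expected (P = 0.770, adjusted P = 1). For YHY against Model, the authors' deposited table ranked mTOR signalling 276 of 291, with 2 changed genes against 6.13 expected (P = 0.986), and autophagy in animals 245, with 4 changed genes against 7.64 expected (P = 0.951, adjusted P = 0.998 for both). The first-ranked pathway of the authors' deposited table was cholesterol metabolism for Model against Ctrl, with 24 genes against 8.82 expected (adjusted P = 4.34e-04), and neuroactive ligand-receptor interaction for YHY against Model (adjusted P = 0.0704). An adjusted P under 0.05 was reached by 18 pathways of the authors' deposited table for Model against Ctrl and by 0 for YHY against Model, where 23 had an unadjusted P under 0.05.

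A test of gene lists that uses all genes was run beside this, on a list of 52 genes of the autophagy machinery and a list of 52 genes of mTOR signalling. The median log2 fold change of the autophagy list in Model against Ctrl was -0.52 over the 9 mice of the authors' means (adjusted P = 0.00495 by camera over 22 lists) and -0.41 over all 12 (adjusted P = 0.00247). Of the 52 genes, 39 were lower and 13 higher in Model over all mice. At an adjusted P under 0.05 over all genes tested, 26 were lower and 4 higher, and adjusted over the list alone 28 were lower and 4 higher. Scaling by library size alone moved this median most, to -0.85, and moved the median of all genes from 0.04 to -0.39. The call held with limma's fry test (adjusted P = 4.32e-05) and was lost with camera's estimated correlation (adjusted P = 0.386). The mTOR list had a median of -0.15 over the 9 mice and -0.16 over all (adjusted P = 0.895 and 0.787), with 11 genes higher and 11 lower at an adjusted P under 0.05, and the same numbers adjusted over the list alone. Under YHY against Model, the autophagy list had a median of -0.05 over the 9 mice and -0.07 over all (adjusted P = 0.974 and 0.835). Of its genes, 4 were higher and 6 lower at an adjusted P under 0.05, and 7 higher and 8 lower adjusted over the list alone. The mTOR list had a median of 0.06 over the 9 mice and -0.01 over all (adjusted P = 0.974 and 0.969), with 6 genes higher and 8 lower by either adjustment, over all genes or adjusted over the list alone. Of the 22 lists, 2 passed camera at an adjusted P under 0.05 in Model against Ctrl, both of which passed fry and neither the estimated correlation, where 2 lists had an unadjusted P under 0.05. In YHY against Model 0 lists passed camera, and 5 had an unadjusted P under 0.05. By fry, which does not set a list against the other genes, 10 of the 22 lists passed in Model against Ctrl and 3 in YHY against Model. These 3 were the m6A enzymes and readers, with a median of 0.29 (adjusted P = 0.00798 by fry and 0.177 by camera), and 2 lists with at most 2 genes tested.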

Autophagy impairment has been associated with podocyte dysfunction and the advancement of renal injury. 

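Mtor (ENSMUSG00000028991) lies on chromosome 4 from 148533068 to 148642140. Over the authors' mice its level was 165.8 ± 47.7 CPM in Ctrl, 137.7 ± 17.5 CPM in Model and 148.6 ± 22.9 CPM in YHY (SD, n = 3). The log2 fold change of Model against Ctrl was -0.27 (standard error 0.21, adjusted P = 0.334) and that of YHY against Model 0.11 (standard error 0.21, adjusted P = 0.786), each with P = 0.5 by the exact permutation test. Over all mice the levels were 173.4 ± 44.1, 131.8 ± 20.7 and 140.8 ± 27.6 CPM (SD, n = 4), the left-out mice having 208.4 CPM in Ctrl 2, 108.4 in Model 1 and 114.8 in YHY 4. The log2 fold changes were then -0.40 (standard error 0.20, adjusted P = 0.136, exact permutation P = 0.143) and 0.10 (standard error 0.20, adjusted P = 0.809, exact permutation P = 0.571), so neither difference exceeded the spread between mice. For Mtor, the authors' deposited table gives log2 fold changes of -0.22 and 0.13, with adjusted P of 0.364 and 0.741. The fall in Model passed an adjusted P of 0.05 only with scaling by library size alone (-0.82, adjusted P = 0.00491), after a correction for GC content and gene length chosen after seeing the data (-0.60, adjusted P = 0.0262) and without Ctrl 4 (-0.61, adjusted P = 0.0209). The adjusted P ran from 0.00491 to 0.334 over the alternatives.

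Sqstm1 (ENSMUSG00000015837, chromosome 11, 50090193 to 50101654), which encodes P62, had 407.1 ± 39.2 CPM in Ctrl, 172.4 ± 15.7 CPM in Model and 214.2 ± 35.1 CPM in YHY over the authors' mice (SD, n = 3). It was lower in Model than in Ctrl over the authors' mice (log2 fold change -1.24, adjusted P = 1.08e-04) and over all mice (-1.09, standard error 0.16, adjusted P = 1.15e-04). Every Model mouse lay under every Ctrl mouse, with 392.2 CPM in Ctrl 2 and 222.6 CPM in Model 1. Its log2 fold change under YHY was 0.31 (adjusted P = 0.238) and 0.21 over all (adjusted P = 0.418), with 217.1 CPM in YHY 4. Ulk1 (ENSMUSG00000029512, chromosome 5, 110932354 to 110957963) had 36.5 ± 0.362 CPM in Ctrl, 76.9 ± 6.33 CPM in Model and 82.9 ± 28.7 CPM in YHY (SD, n = 3). It was higher in Model over the authors' mice (1.08, adjusted P = 0.00108) and over all (0.97, standard error 0.20, adjusted P = 0.00142), with 38.9 CPM in Ctrl 2 and 50.9 CPM in Model 1. Between YHY and Model its log2 fold change was 0.11 over the authors' mice and 0.19 over all, with 73.2 CPM in YHY 4, and it was -0.07 without YHY 2. Becn1 (ENSMUSG00000035086, chromosome 11, 101176778 to 101193112), the gene of Beclin-1, was lower in Model over the authors' mice (-0.50, adjusted P = 0.0196) but did not pass over all mice (-0.41, adjusted P = 0.0543). Leaving out a mouse gave adjusted P from 0.0189, without Ctrl 2, to 0.108, and the limit was passed with DESeq2 (adjusted P = 0.0451), scaling by library size alone (0.00272), the 8 mice alone (0.035) and the mitochondrial genes left out (0.0485). Under YHY it changed by 0.34 and 0.38 (adjusted P = 0.173 and 0.137). Its levels in the left-out mice were 26.8 CPM in Ctrl 2, 22.3 in Model 1 and 32.6 in YHY 4. Atg5 (ENSMUSG00000038160, chromosome 10, 44144354 to 44240287) fell in Model over both sets of mice (-1.26 and -1.04, adjusted P = 3.38e-04 and 3.67e-04). It fell again under YHY, past the limit over all mice only (-0.60 and -0.75, adjusted P = 0.0703 and 0.0149), and not without Model 1 (-0.58, adjusted P = 0.0573), with scaling by library size alone (adjusted P = 0.0941) or with the 8 mice alone (adjusted P = 0.0618). It stood at 35.1 CPM in Ctrl 2, 22.7 in Model 1 and 11.0 in YHY 4. Map1lc3b (ENSMUSG00000031812), the gene of LC3B, and Atg7 (ENSMUSG00000030314) had no adjusted P under 0.05 in either comparison over either set of mice.

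**Figure D1:**
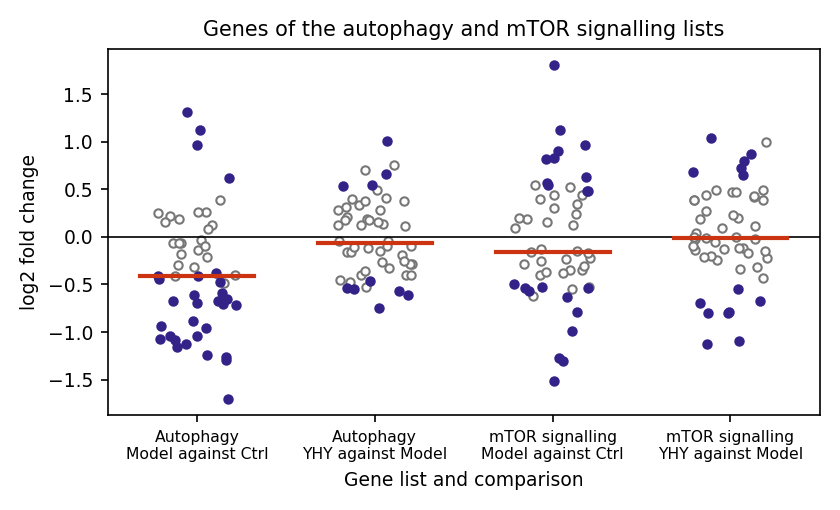
Log2 fold change over all 12 mice of each of the 52 genes of the autophagy list and the 52 genes of the mTOR signalling list, in Model against Ctrl and in YHY against Model. Each point is a gene, filled where its adjusted P is under 0.05, and the red line is the median, which lies at -0.41 and -0.07 for autophagy and at -0.16 and -0.01 for mTOR signalling.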

Transcriptomic results suggest that YHY may exert its therapeutic benefits by regulating mTOR signalling and autophagy-related pathways (Figures 4C,D). Additional validation in renal tissues of diabetic mice revealed considerable dysregulation of autophagy-related proteins, evidenced by heightened levels of phosphorylated mTOR (p-mTOR) and increased accumulation of Sequestosome-1 (P62), and diminished expression of UNC-51-like kinase 1 (ULK1) (Figure 4E). The modifications were dose-dependently improved after YHY therapy. In accordance with these findings, immunofluorescence analysis demonstrated a significant decrease in Microtubule-Associated Protein 1 Light Chain 3B (LC3B) puncta in the Model group, which was subsequently recovered with YHY administration. Ultrastructural analysis via transmission electron microscopy (TEM) confirmed that diabetic podocytes displayed marked thickening of the glomerular basement membrane and a substantial reduction in autophagosome formation-pathological characteristics that were mitigated by YHY treatment (Figures 4F,G). To clarify the molecular processes behind the renoprotective benefits of YHY, we evaluated critical indicators of autophagy signalling in renal tissues. Western blot analysis demonstrated significant dysregulation of autophagy-related proteins in diabetic renal tissues, with the model group showing markedly diminished Beclin-1 expression, increased P62 accumulation, and an elevated phosphorylated mTOR to total mTOR ratio (Phospho-mTOR/mTOR) relative to normal controls (Figures 4H,I). Altered mRNA expression of autophagy-related genes (P62, Beclin-1, and mTOR) in the renal tissues of *db/db* mice was observed via qPCR (Supplementary Figure 2A). YHY treatment effectively normalised these pathological changes, exhibiting a dose-dependent restoration of Beclin-1 levels, a decrease in P62 accumulation, and modulation of mTOR phosphorylation status. This collectively indicates that the therapeutic effects of YHY in alleviating DN are mediated through the regulation of autophagy via the mTOR-dependent pathway.

**FIGURE 4:**
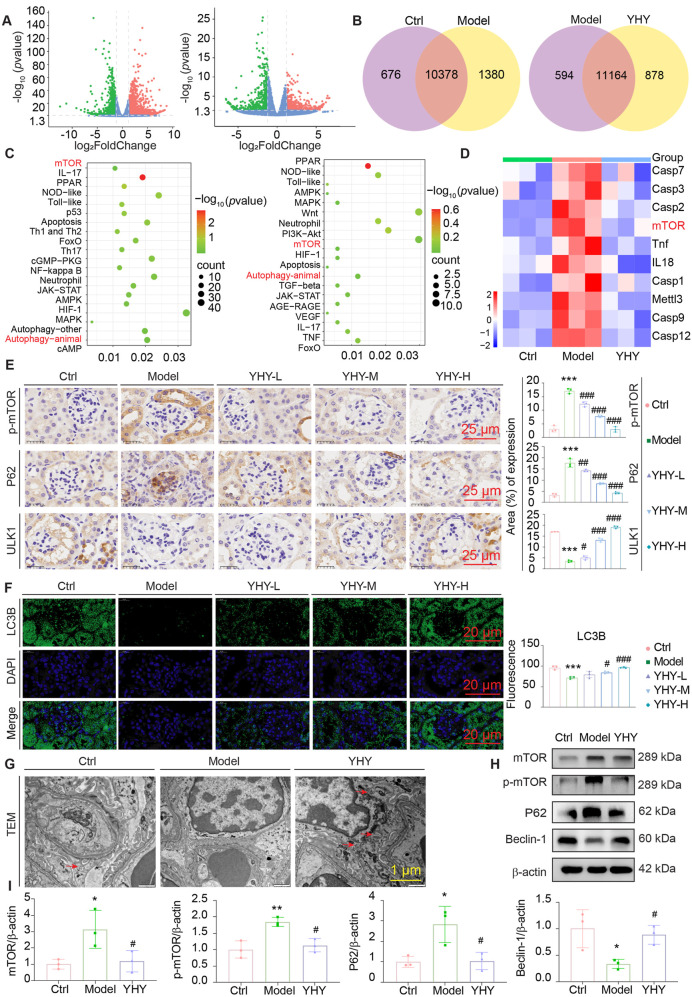
Transcriptomic-related analysis and Effects of YHY on the expressions of autophagy-related substances in the kidneys of *db/db* mice. **(A)** Volcano diagrams of Ctrl vs. Model and Model vs. YHY. **(B)** Venn diagram of Ctrl vs. Model and Model vs. YHY. **(C)** KEGG graph of Ctrl vs. Model and Model vs. YHY. **(D)** Heat maps of differentially expressed genes in the Ctrl, Model and YHY. **(E)** Immunohistochemical representative image of p-mTOR, P62, ULK1 and its statistical graphs (scale bar = 25 μm). **(F)** Immunofluorescence representative images of LC3B and its statistical graphs (scale bar = 20 μm). **(G)** Transmission electron microscopy (TEM): observe autophagic vesicles. **(H,I)** Western blot analysis of mTOR, p-mTOR, P62, Beclin-1 protein expression in tissues and its statistical graphs. Data were shown as mean ± SD, ^*^ *P* < 0.05 and ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. Ctrl; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Model.

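Of the genes in the heat map of Fig. 4D, 8 were followed, Casp1, Casp2, Casp9, Casp12, Il18, Mettl3, Mtor and Tnf. Between Model and Ctrl, 4 of them were higher and 4 lower over the authors' mice as well as over all 12. At an adjusted P under 0.05, Tnf was higher and Mettl3 lower over both sets of mice, and these were also the genes that passed adjusted over the list alone of 8 genes. Between YHY and Model, 6 were higher and 2 lower over either set, with Casp9 and Casp12 exchanging directions between the sets. None of the 8 had an adjusted P under 0.05 in either set, over all genes or adjusted over the list alone. Of the alternatives, DESeq2 brought Casp2 under YHY past the limit (adjusted P = 0.0477). In Model, Casp9 passed with scaling by library size alone (-0.85, adjusted P = 0.00507) and with the 8 mice alone (-0.43, adjusted P = 0.0482). Some alternatives also brought Casp1 and Mtor in Model and Mettl3 under YHY past the limit, as given with those genes. Mettl3 lost its call in Model without Model 4. Casp2 in Model was -0.08, and 0.023 with upper-quartile scaling. Under YHY, an unadjusted P under 0.05 was reached by Casp2 and Mettl3 over all mice and by Tnf and Mettl3 over the authors' mice. In Model it was reached by Tnf, Casp1 and Mettl3 over both sets. Casp2 (ENSMUSG00000029863, chromosome 6, 42241919 to 42259442) had 8.63 ± 1.10 CPM in YHY and 6.72 ± 0.746 CPM in Model over the authors' mice (SD, n = 3, log2 fold change 0.36, adjusted P = 0.279). Over all mice it had 9.51 ± 1.98 and 6.58 ± 0.737 CPM (SD, n = 4, log2 fold change 0.53, standard error 0.20, unadjusted P = 0.0161, adjusted P = 0.0872), with 12.0 CPM in YHY 4 and 5.89 CPM in Model 1. In the authors' deposited table, 4 of the 8 genes were higher and 4 lower in Model than in Ctrl, and 6 were higher and 2 lower in YHY than in Model. Past a log2 fold change of 1.2 and an unadjusted P of 0.05, the authors' deposited table holds 1 of the 8 for Model against Ctrl and 0 for YHY against Model.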

### 3.5 YHY improves high glucose-induced renal podocyte injury

Considering the critical significance of podocyte damage in the advancement of DN, we concentrated on clarifying the protective effects of YHY on renal podocytes *in vitro* (Supplementary Figure 2B). MPC-5 podocytes were subjected to a hyperglycaemic milieu by exposure to high glucose for 48 Hours, resulting in a significant decrease in cell viability and the induction of cytotoxic effects (Figure 5A). In accordance with this, Western blot analysis demonstrated reduced expression of essential podocyte markers (Nephrin, Synaptopodin [SYNPO], and NPHS2), corroborating HG-induced podocyte damage (Figures 5B,C). The qPCR further indicated the downregulation of Wilms tumor 1 protein (WT-1), SYNPO, and NPHS2 mRNA, alongside dysregulated senescence-related markers (P21, P53, and P16) (Figure 5D). Treatment with YHY-containing serum markedly reinstated cell viability and rectified these changes in both protein and gene expression. Furthermore, scratch wound experiments demonstrated significantly diminished migration in HG-treated podocytes, evidenced by decreased wound closure at 12 and 24 Hours (Figure 5E). In contrast, YHY intervention substantially reinstated migratory capacity, highlighting its protective action against HG-induced podocyte dysfunction.

**FIGURE 5:**
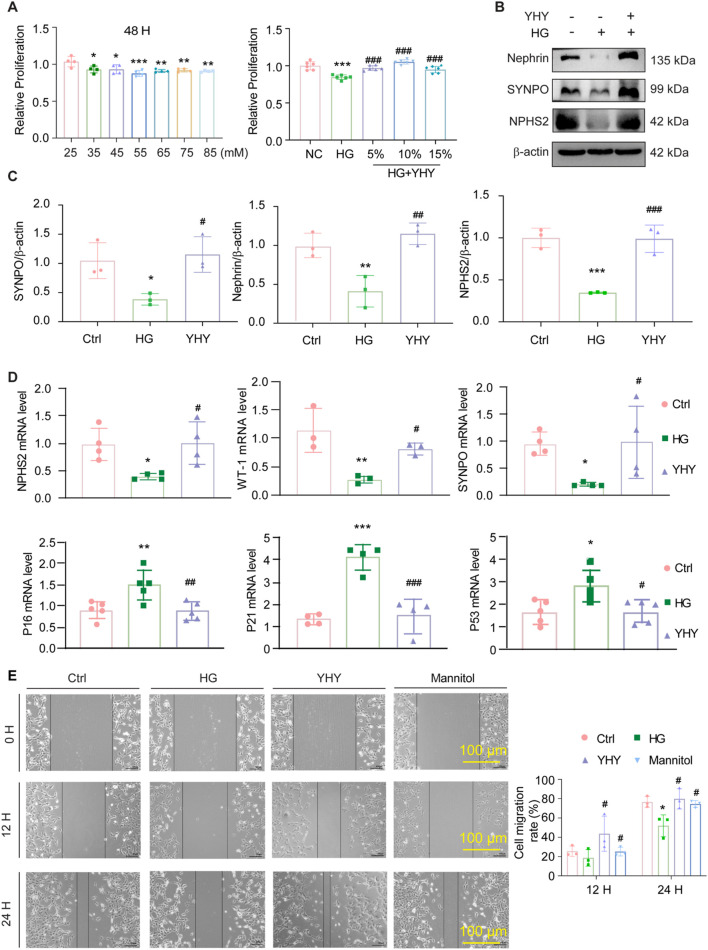
YHY’s renoprotective effects in mitigating HG-induced podocyte dysfunction. **(A)** OD value statistical chart of CCK8: modeling time, modeling concentration and the proportion of YHY drug-containing serum for screening MPC-5 cells. **(B,C)** Western blot analysis of Nephrin, SYNPO, NPHS2 protein expression in cells and its statistical graphs. **(D)** mRNA expressions of podocyte injury markers (Nephrin, WT-1 and SYNPO), and senescence markers (P16, P21, P53) in cells. **(E)** 12-Hour and 24-Hour wound healing assays and representative images from the scratch test and its statistical graph (scale bar = 100 μm). Data were shown as mean ± SD, ^*^ *P* < 0.05 and ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. Ctrl; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Model.

### 3.6 YHY improves high glucose-induced renal podocyte injury by activating autophagy-mediated by mTOR

To clarify the protective mechanisms of YHY against podocyte injury generated by high glucose, we concentrated on mTOR-regulated autophagy pathways. Molecular and functional analysis demonstrated that YHY reinstates autophagy in podocytes disrupted by high glucose through mTOR signalling, with enhanced efficiency noted when combined with mTOR inhibition. Under raised glucose circumstances, MPC-5 podocytes demonstrated severe disruption of autophagic flow, as seen by Western blot analysis showing markedly reduced Beclin-1 expression, increased P62 accumulation, and heightened mTOR phosphorylation compared to normal glucose (Figure 6A). The data were corroborated by qPCR, which revealed transcriptional downregulation of autophagy-related genes (Beclin-1, LC3B, autophagy related 5 [ATG5], autophagy related 7 [ATG7]) and overexpression of mTOR and P62. The YHY therapy successfully restored the expression of these autophagy markers at both protein and mRNA levels (Figure 6B). Supplementary investigations utilising rapamycin, a mTOR inhibitor (Supplementary Figure 2C), further substantiated the participation of this pathway, demonstrating a diminished p-mTOR/mTOR ratio, decreased P62 levels, and elevated Beclin-1 (Figures 6C,D). The concurrent administration of YHY and rapamycin resulted in a synergistic reduction of abnormal mRNA expression in podocyte damage indicators (WT-1, SYNPO) and autophagy-related genes (P62, ATG5, ATG7) (Supplementary Figure 2D). Functional scratch experiments demonstrated that both YHY and rapamycin reinstated podocyte migration, with wound closure rates reverting to baseline levels at 12 and 24 h (Figure 6E). Lysosomal integrity and autophagic vesicle production, evaluated using Lyso-Tracker Red/Hoechst and MDC staining, were enhanced by both YHY and rapamycin, with the combination producing the most significant restoration of autophagic function (Figures 6F,G). These findings jointly demonstrate that YHY mitigates HG-induced podocyte damage predominantly via mTOR-dependent autophagy repair.

**FIGURE 6:**
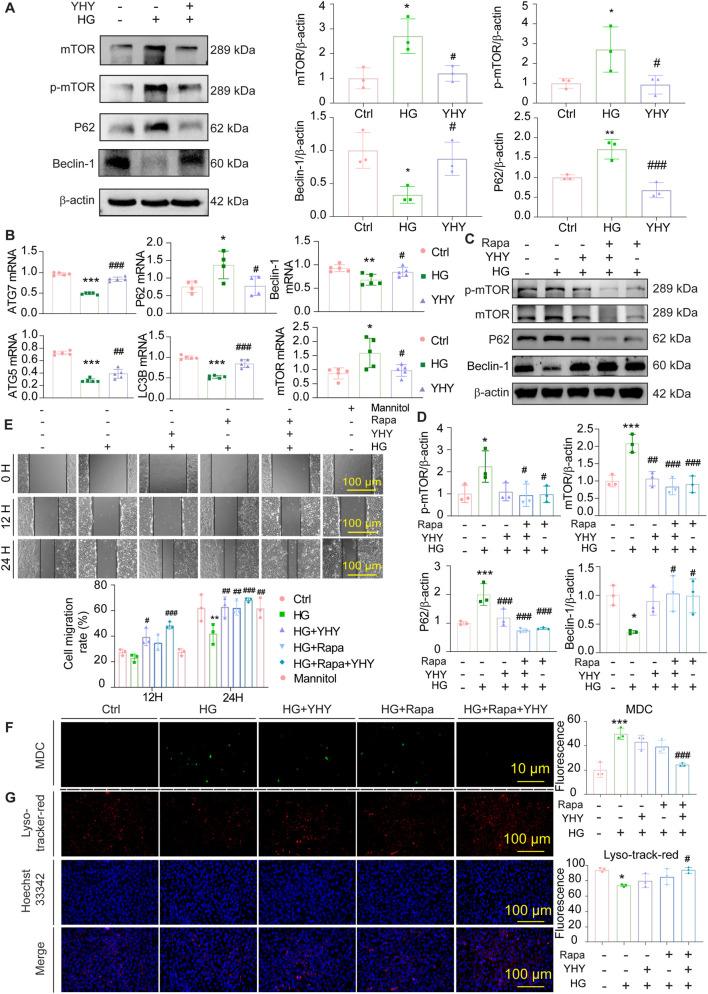
YHY exerts its podocyte-protective effects under high-glucose conditions through mTOR-dependent modulation of autophagic activity. **(A)** Western blot analysis of mTOR, p-mTOR, P62 and Beclin-1 protein expression in cells and its statistical graphs. **(B)** mRNA expressions of autophagy-related genes in cells (ATG5, ATG7, P62, Beclin-1, LC3B, and mTOR). **(C,D)** Western blot analysis of mTOR, p-mTOR, P62 and Beclin-1 protein expression in cells under rapamycin intervention and its statistical graphs. **(E)** 12-Hour and 24-Hour wound healing assays and representative images from the scratch test under rapamycin intervention and its statistical graph (scale bar = 100 μm). **(F)** MDC staining and its statistical graph (scale bar = 10 μm). **(G)** Lyso-Tracker Red/Hoechst 33342 staining and its statistical graph (scale bar = 100 μm). Data were shown as mean ± SD, ^*^ *P* < 0.05 and ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. Ctrl; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Model.

### 3.7 YHY attenuates podocyte injury in DN by targeting METTL3 to regulate m6A-dependent mTOR autophagy signalling

Further, this study analyzed transcriptome datasets from the GEO database (accession numbers: GSE96804 and GSE30529) to identify principal regulators associated with DN (Supplementary Figure 3). Our study indicated a significant elevation of METTL3 in DN samples, which garnered our interest due to its pivotal role in epigenetic regulation (Supplementary Figure 4A, B). METTL3, a prominent methyltransferase, is associated with the regulation of mRNA stability and translation efficiency, notably in relation to mTOR, a key regulator of autophagy and cellular homeostasis. Molecular docking analysis revealed potential interactions between multiple detected metabolites of YHY and the catalytic site of METTL3 (Supplementary Figure 4C), suggesting a plausible mechanism whereby YHY may modulate METTL3 activity. Immunohistochemical and immunofluorescence staining demonstrated that kidney METTL3 expression in diabetic mice was significantly elevated compared to normal controls, an effect that was reversed by YHY administration in a dose-dependent manner (Figures 7A,B). Western blot and qPCR analysis corroborated the downregulation of podocyte markers (Nephrin, SYNPO, and NPHS2), while global m6A levels were increased in diabetic kidneys, with METTL3 specifically upregulated among m6A-modifying enzymes (Figures 7C,D,F; Supplementary Figure 2A). In high glucose-stimulated MPC-5 podocytes, knockdown of METTL3 downregulated mTOR expression and suppressed autophagy signaling (Supplementary Figure 5A), whereas METTL3 overexpression exacerbated cellular injury and autophagy dysfunction. These adverse effects were characterized by mTOR pathway hyperactivation (elevated p-mTOR/mTOR ratio), consequent autophagic flux blockade (increased P62 accumulation alongside reduced Beclin-1 and LC3B expression), and severe podocyte injury (decreased nephrin, SYNPO, and NPHS2 with concurrent Desmin upregulation). Notably, YHY treatment relieved this pathogenic cascade (Figures 7G–I; Supplementary Figures 5B, C). Mechanistically, METTL3 increased the stability of mTOR mRNA in a time-dependent manner (Figure 7E). These findings collectively indicate that YHY alleviates podocyte damage and restores autophagy in DN by regulating the METTL3-m6A-mTOR pathway (Figure 8).

**FIGURE 7:**
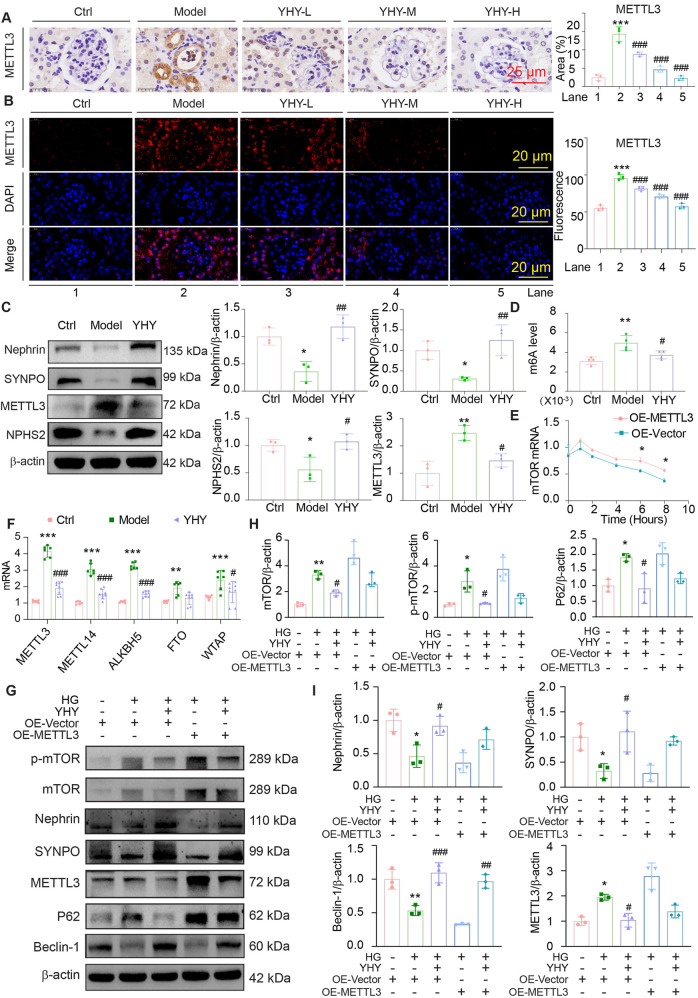
YHY exerts therapeutic effects by modulating this METTL3-m6A-mTOR regulatory axis. **(A)** Immunohistochemical representative image of METTL3 and its statistical graph (scale bar = 25 μm). **(B)** Immunofluorescence representative images of LC3B and its statistical graphs (scale bar = 20 μm). **(C)** Western blot analysis of Nephrin, SYNPO, NPHS2 and METTL3 protein expression in tissues and its statistical graphs. **(D)** Quantitative evaluation statistical chart of m6A RNA methylation in tissues. **(E)** Statistical chart of mTOR mRNA stability. **(F)** mRNA expressions of m6A-related genes (METTL3, METTL14, ALKBH5, FTO and WTAP). **(G–I)** Western blot analysis of mTOR, p-mTOR, Nephrin, SYNPO, METTL3, P62 and Beclin-1 protein expression in cells when METTL3 is overexpressed and its statistical graphs. Data were shown as mean ± SD, ^*^ *P* < 0.05 and ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. Ctrl; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Model.

**FIGURE 8:**
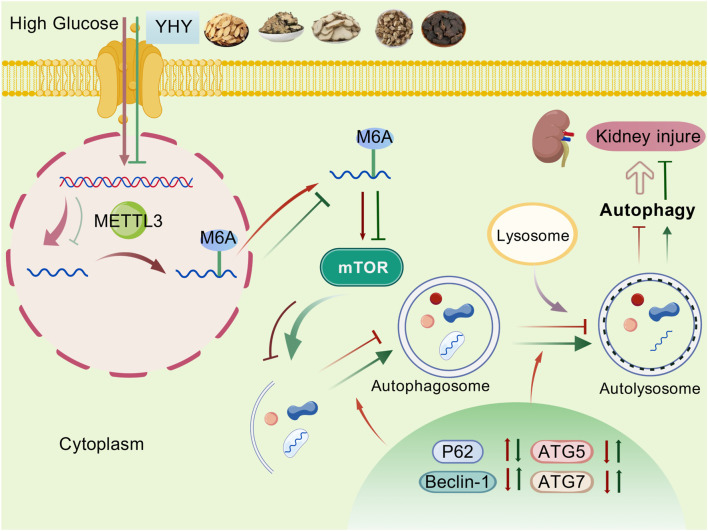
Schematic diagram of the mechanism by which YHY regulates autophagy through the METTL3-m6A-mTOR axis to improve hyperglycemic kidney injury.

## 4 Discussion

Recent data highlights the critical importance of podocyte autophagy dysregulation in the course of DN, since this conserved cellular mechanism preserves the integrity of the glomerular filtration barrier by eliminating damaged organelles and proteins (Teh et al., 2022). Elevated glucose levels hinder autophagic flow and worsen podocyte damage (Cao et al., 2024). *In vivo* studies indicated that YHY therapy not only lowered fasting blood glucose but also markedly diminished glycated hemoglobin levels (Figure 2), indicating its potential for prolonged glycemic regulation. In the early and middle stages of the experiment, diabetic mice were in a serious “wasting state”, and energy was effectively utilized in the late stage of drug treatment. *Db/db* mice in the YHY-H group showed a faster body weight gain compared with other groups, potentially due to their increased food intake (Figure 2H). Simultaneously, YHY enhanced renal function and significantly improved glomerular histology (Figure 3). This is similar to the findings of Shen et al. (2024) about Yiqi Huoxue Yangyin Qingre Formula on autophagy signaling pathway in renal tissue of DN. These data jointly demonstrate YHY’s dual therapeutic potential in concurrently treating hyperglycemia and the advancement of DN.

The mechanistic target of mTOR, a key nutrient sensor and catalytic core of mTORC1/2, critically regulates autophagy in DN. Its hyperactivation has been mechanistically associated with podocyte damage and failure of the glomerular filtration barrier, identifying this pathway as a crucial modulator of autophagic dysregulation in DN. 

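For the inflammatory pathways, the authors' deposited table of KEGG pathways gave IL-17 signalling a P of 0.00115 in Model against Ctrl, with 27 changed genes against 14.9 expected (adjusted P = 0.0277). TNF signalling (P = 0.131), NOD-like receptor signalling (P = 0.225), Toll-like receptor signalling (P = 0.227), p53 signalling (P = 0.239) and TGF-beta signalling (P = 0.996) did not pass 0.05 in the authors' deposited table. In YHY against Model, the authors' deposited table gave P values of 0.863 for IL-17, 0.830 for TNF, 0.713 for NOD-like receptor, 0.974 for Toll-like receptor, 0.507 for p53 and 0.930 for TGF-beta signalling.

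Tnf (ENSMUSG00000024401, chromosome 17, 35418357 to 35420983) had 0.913 ± 0.110 CPM in Ctrl, 5.02 ± 1.29 CPM in Model and 9.75 ± 5.75 CPM in YHY over the authors' mice (SD, n = 3). Its log2 fold change was 2.45 in Model against Ctrl (standard error 0.45, adjusted P = 9.17e-04) and 0.95 in YHY against Model (adjusted P = 0.154). Over all mice these were 2.22 (standard error 0.44, adjusted P = 0.00103) and 0.66 (adjusted P = 0.311), with 2.00 CPM in Ctrl 2, 6.34 in Model 1 and 4.65 in YHY 4. Il1b (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059) changed by -1.32 in Model against Ctrl over the authors' mice and -0.88 over all (adjusted P = 0.0911 and 0.196). Il1b passed the limit as lower in Model in the authors' deposited table (-1.28, adjusted P = 0.0228). Its change in YHY against Model was 0.67 and 0.28 (adjusted P = 0.513 and 0.784), and this direction rested on YHY 2, without which it was -0.46. Il18 (ENSMUSG00000039217, chromosome 9, 50466127 to 50493140) changed by 0.04 and 0.26 in Model against Ctrl, over the authors' mice and over all, and by -0.76 and -0.69 in YHY against Model, none past an adjusted P of 0.05. Its change in Model was -0.13 without Model 1 and -0.10 with scaling by library size alone. Casp1 (ENSMUSG00000025888, chromosome 9, 5298508 to 5307290) changed by 0.99 and 1.07 in Model against Ctrl (adjusted P = 0.0957 and 0.0565) and by 0.65 and 0.46 in YHY against Model. The rise of Casp1 in Model passed the limit with DESeq2 (adjusted P = 0.0349), upper-quartile scaling (0.0386), at least 10 counts in every sample (0.0338), the 8 mice alone (0.0403) and the correction for GC content and gene length (0.0268). Ctrl 1 had 1.49 CPM of Casp1 against 0.661 to 0.749 CPM in the other Ctrl mice.

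The p53 gene Trp53 (ENSMUSG00000059552, chromosome 11, 69471185 to 69482699) had 21.0 ± 2.37 CPM in Ctrl, 12.5 ± 2.00 CPM in Model and 24.3 ± 1.55 CPM in YHY over the authors' mice (SD, n = 3). It fell in Model over the authors' mice (-0.75, standard error 0.16, adjusted P = 0.00276) and over all (-0.48, standard error 0.18, adjusted P = 0.046). It rose under YHY (0.97 and 0.70, adjusted P = 0.00418 and 0.0205), with 21.4 CPM in Ctrl 2, 21.2 in Model 1 and 23.1 in YHY 4. The fall in Model lost its call in 7 of the 12 fits that each left out a mouse, with an adjusted P of up to 0.146 (without Model 4, -0.36), and with upper-quartile scaling (-0.38, adjusted P = 0.109) and at least 10 counts in every sample (adjusted P = 0.0568). The rise under YHY lost it with scaling by library size alone (adjusted P = 0.0914) and in 2 of those fits, without Model 3 (0.61, adjusted P = 0.0784) and without Model 4 (0.57). Every YHY mouse had more Trp53 than every Model mouse (exact permutation P = 0.0286 over all mice). Its target Cdkn1a (ENSMUSG00000023067, chromosome 17, 29309950 to 29319701) rose in Model past the limit over all mice only (0.94 and 1.10, adjusted P = 0.0797 and 0.029), and not without Ctrl 2, Ctrl 3 or Model 4 (adjusted P up to 0.117) or with scaling by library size alone (0.64, adjusted P = 0.213). Its rise under YHY did not pass (0.73 and 0.98, adjusted P = 0.263 and 0.0902), but 4 of the 7 alternatives other than leaving out a mouse that were set before the data were examined brought it past the limit. These were DESeq2 (adjusted P = 0.0441), no filter (0.00746), the 8 mice alone (0.0297) and the replicate number as a block (0.0467), and over the 7 the adjusted P ran from 0.00746 to 0.144. Cdkn1a stood at 4.46 CPM in Ctrl 2, 14.3 in Model 1 and 48.1 in YHY 4. It was 12.8 CPM in Ctrl 1 and 4 against 3.50 in Ctrl 3, and 41.2 in YHY 3 against 27.6 and 26.3 in YHY 1 and 2. Arntl, a clock gene chosen after its values were seen, split the Ctrl and YHY mice in the same way. The Model mice did not follow, since Model 2 had the most Arntl and the least Cdkn1a. Whether the time of collection plays a part in the Cdkn1a values was not tested.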

Herein, transcriptomic analysis demonstrated YHY’s ability to simultaneously influence critical pathways, including inflammatory (IL-17/TNF/NOD-like/Toll-like receptor), stress response (p53/TGF-β), and metabolic (mTOR-autophagy) networks, with the mTOR pathway identified as a pivotal component of its mechanism of action. In *db/db* mice, YHY treatment normalized mTOR phosphorylation and restored autophagic flux (Figure 4). The therapeutic equivalence of YHY and rapamycin in autophagy activation was further substantiated in HG-stimulated MPC-5 podocytes, where combination treatment exhibited synergistic effects in mitigating podocyte injury (Figures 5, 6). This mechanism is similar to the research results of Lai W et al. (2023), which concluded that restoring podocyte autophagy is essential for discovering new pharmacological interventions for DN. These findings jointly establish YHY as a prospective therapeutic candidate for DN by its coordinated modulation of mTOR-dependent autophagy and maintenance of podocyte structural integrity. However, the current assessment of autophagic flux relied on static protein markers, which, while informative, do not fully capture dynamic autophagic activity. Future studies employing lysosomal inhibitors are warranted to comprehensively evaluate the impact of YHY on autophagic flux and definitively confirm its mechanism of action.

Accumulating evidence indicates that METTL3 post-transcriptionally regulates autophagy by affecting the stability or expression of autophagy-related genes. For example, METTL3 modulates autophagic activity in ischemic cardiomyocytes and endometrial cells via ATG7/P62 (Li X. et al., 2025; Zhang Y. et al., 2025). Moreover, METTL3 overexpression not only reinforces the PI3K/AKT/mTOR axis to suppress autophagy and promote protein synthesis but also introducing aberrant m6A modifications in transcripts such as MDM2 (Wu et al., 2025), TIMP2 (Jiang et al., 2022), and TRIM2 (Xu et al., 2025), thereby aggravating podocyte injury in DN. In this study, integrated analysis of clinical transcriptome datasets (GSE96804, GSE30529) identified METTL3 as significantly upregulated in DN, suggesting its pathogenic role. In addition, molecular docking revealed high binding affinity between YHY’s detected metabolites and METTL3, supporting its therapeutic relevance. 

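Mettl3 (ENSMUSG00000022160), the gene of the m6A methyltransferase METTL3, lies on the minus strand of chromosome 14 from 52532298 to 52542585. Its last 1561 bp overlap Tox4 on the opposite strand, and the use of strand in the authors' counting is not stated. Over the authors' mice Mettl3 had 7.55 ± 0.521 CPM in Ctrl and 3.40 ± 0.215 CPM in Model (SD, n = 3), a log2 fold change of -1.15 in Model against Ctrl (standard error 0.30, adjusted P = 0.00828, exact permutation P = 0.1). Over all mice it had 6.76 ± 1.31 CPM in Ctrl and 3.54 ± 0.279 CPM in Model (SD, n = 4), a log2 fold change of -0.93 (standard error 0.29, adjusted P = 0.019). Every Model mouse, at 3.16 to 3.83 CPM, lay under every Ctrl mouse, at 4.90 to 7.95 CPM (exact permutation P = 0.0286). The left-out mice had 4.90 CPM in Ctrl 2 and 3.83 CPM in Model 1. In the authors' deposited table the mean of Mettl3 was 104 normalized counts in Model and 223 in Ctrl, with a log2 fold change of -1.10 (P = 1.36e-05, adjusted P = 7.68e-05). Across the alternatives the log2 fold change stayed between -1.38, with scaling by library size alone, and -0.83, with upper-quartile scaling, and the adjusted P ran from 0.0023 to 0.0529, the highest being the value without Model 4.

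**Figure D2:**
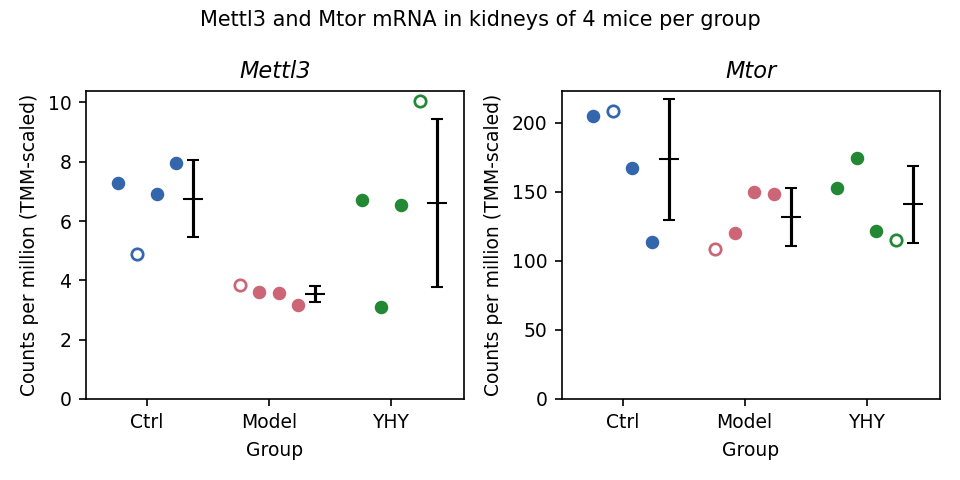
TMM-scaled CPM of Mettl3 and Mtor in the kidney of each Ctrl, Model and YHY mouse. Filled points are mice in the authors' means, open points are the left-out Ctrl 2, Model 1 and YHY 4, and black marks give the mean ± SD of the 4 mice of a group. The Model mice lie at 3.16 to 3.83 CPM of Mettl3, under all 4 Ctrl mice, whereas the groups overlap for Mtor.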

Consistent with these predictions, our RNA-seq data confirmed markedly elevated METTL3 expression in renal tissues of *db/db* mice compared to the control group, indicating epitranscriptomic dysregulation in DN. Conversely, YHY treatment effectively suppressed METTL3 expression, which correlated with improved renal histopathology and function, suggesting that METTL3 inhibition contributes to DN amelioration. 

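Under YHY, Mettl3 had 5.48 ± 2.16 CPM over the authors' mice (SD, n = 3), a log2 fold change of 0.69 against Model (standard error 0.30, adjusted P = 0.151, exact permutation P = 0.4). Over all 4 YHY mice it had 6.60 ± 2.83 CPM (SD, n = 4), a log2 fold change of 0.90 (standard error 0.29, unadjusted P = 0.00706, adjusted P = 0.0519, exact permutation P = 0.143). The mice spread widely, with 6.72 CPM in YHY 1, 3.10 in YHY 2, 6.55 in YHY 3 and 10.0 in YHY 4, the mouse left out of the authors' mean. The difference from Model did not exceed the spread between mice in the permutation tests. The mean of Mettl3 in the authors' deposited table rose from 76.8 normalized counts in Model to 124 in YHY, a log2 fold change of 0.70 (P = 0.0759, adjusted P = 0.245). The log2 fold change was positive under every alternative, from 0.63 without YHY 4 to 1.13 without YHY 2, with adjusted P from 0.00987 to 0.151. It passed the limit with DESeq2 (adjusted P = 0.0188), upper-quartile scaling (0.046), no filter (0.0403), at least 10 counts in every sample (0.0409), the mitochondrial genes left out (0.0458) and without YHY 2. The paper states that METTL3 was raised in the kidneys of db/db mice and suppressed by YHY, and relates this to the improved histopathology and function. It proposes that inhibition of METTL3 contributes to the effect of YHY on DN. Besides RNA-seq, the paper measured METTL3 by staining, western blot and qPCR, and overexpressed it and knocked it down in cultured podocytes. The values here are mRNA of kidney tissue, so they do not measure METTL3 protein or podocytes alone.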

The aforementioned result was further supported by *in vitro* studies utilizing high glucose-stimulated MPC-5 podocytes, where METTL3 overexpression exacerbated cellular injury and suppressed autophagy through activation of the mTOR pathway-effects that were significantly reversed by YHY administration (Figure 7). Functionally, METTL3 knockdown phenocopied the protective effect of YHY treatment by activating autophagic activity (Supplementary Figure 5A). These results demonstrate that YHY alleviates podocyte injury and restores autophagy by suppressing METTL3-dependent m6A methylation and downstream mTOR signaling (Figure 8). However, the precise role of m6A methylation in DN, particularly its direct regulation of mTOR mRNA stability, remains to be elucidated. Future studies integrating approaches such as meRIP-seq and RIP-qPCR with METTL3 perturbation models will be essential to delineate this epitranscriptomic mechanism.

Our UPLC-MS/MS analysis successfully identified multiple chemical metabolites within the formula. It is worth noting that these metabolites have been independently reported to possess biological activities relevant to our findings. For instance, Puerarin exerts anti-hepatocellular carcinoma effects by suppressing glycolysis via the FBXW7/mTOR axis (Cai et al., 2023). In the context of DN, Puerarin also modulates the PERK/eIF2α/ATF4 pathway to affect autophagy and renal function (Xu et al., 2020). Similarly, Emodin induces apoptosis and ferroptosis in gastric cancer cells by targeting mTOR signaling (Xi et al., 2024). Furthermore, Genistein, in conjunction with Myd88, activates autophagy in high glucose-induced renal podocytes (Wang et al., 2018). Astragaloside IV demonstrates protective effects by alleviating podocyte apoptosis via the TXNIP/NLRP3/GSDMD pathway in DN (Hu et al., 2024) and, when administered intravenously, promotes METTL3-mediated m6A modification of SIRT1 (Liu et al., 2025). Although the precise contribution of individual metabolites to the observed pharmacological effects and their direct interaction with the METTL3/m6A/mTOR pathway requires further investigation through activity-guided fractionation and targeted studies, it is highly plausible that the integrated action of these metabolites in YHY collectively contributes to the observed suppression of METTL3-mediated m6A methylation, leading to mTOR inhibition, autophagy activation, and ultimately, podocyte protection. This ‘multi-metabolite, multi-target’ action mode is a hallmark of TCM formulas. Furthermore, a recent study by Zhang Y. et al. (2025) demonstrated that wogonoside, a flavonoid from Scutellaria baicalensis, alleviates podocyte injury by inhibiting the TLR4/NF-κB inflammatory pathway. Together, these findings highlight the multifaceted therapeutic potential of natural products, whether as single compounds or complex formulas, in targeting distinct pathogenic pathways in DN, and suggest that future exploration of synergistic combinations may yield additional therapeutic benefits.

Besides, a balanced evaluation of YHY against conventional therapeutic regimens is essential to delineate its relative advantages and limitations, thereby clarifying its translational value for DN management. Dapagliflozin lowers blood glucose through insulin-independent mechanisms involving inhibition of renal tubular glucose reabsorption and promotion of urinary glucose excretion, achieving both antihypertensive and renoprotective effects. However, this agent is associated with adverse effects including polyuria, polydipsia, weight loss, and decreased appetite. In contrast, the Chinese botanical drug compound YHY demonstrates a favorable safety profile while exerting multifactorial therapeutic effects in DN. Our experimental data reveal that YHY administration not only ameliorates hyperglycemia and proteinuria in *db/db* mice but also preserves renal structural integrity and functional capacity, underscoring its dual role in glycemic control and nephroprotection. Although YHY exhibits the characteristically gradual onset of action common to TCM formulations, its therapeutic effects against DN prove comparable to dapagliflozin. Particularly noteworthy is the observed ability of YHY to promote appropriate weight gain during later treatment phases, which may effectively counterbalance dapagliflozin-induced weight loss. This complementary relationship suggests that combination therapy could yield synergistic benefits, maintain effective glycemic control and renal protection while promote more stable metabolic homeostasis and body weight. However, the translational relevance of our findings is tempered by the inherent limitations of the *db/db* mouse model. Future studies should incorporate complementary pre-clinical models and patient-derived podocytes, alongside more comprehensive functional endpoints and appropriate osmotic controls. Furthermore, comprehensive pharmacokinetic profiling and toxicological assessment of YHY are warranted. Such investigations would strengthen the translational relevance of YHY and support its development as a multi-target therapeutic strategy for patients with DN.

## 5 Conclusion

In conclusion, this study demonstrates that YHY, a multi-botanical drug TCM formula, significantly alleviates DN by mitigating hyperglycemia, podocyte injury, and renal dysfunction. Combining network pharmacology, transcriptomics, and experimental validation, this study revealed that YHY’s renoprotective effect and its mechanism driven by the regulation of METTL3-dependent m6A methylation to suppress mTOR and activate autophagy. Our findings elucidate both YHY’s novel epigenetic dimension and its underlying chemical and mechanistic basis, establishing a scientific foundation for its clinical development as a prospective DN therapeutic agent.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Yiqi Huoxue Yangyin Decoction attenuates diabetic nephropathy in db/db mice by modulating METTL3-mediated m6A methylation of mTOR to restore podocyte autophagy
**Source:** Front Pharmacol. 2026 Apr 7;17:1783423. doi: 10.3389/fphar.2026.1783423
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Tables

**Table S1. Primer sequences used for qPCR analysis**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| β-actin | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC |
| Beclin-1 | TCGGCTTCGTTCTTCCACCTC | GTCACCATTGTCCTCAAAGTCCTC |
| LC3B | GCGGGTGATTATAGAGCGATACAAG | CGCCGTCTGATTATCTTGATGAGC |
| ATG5 | AAGCTGTTCCGGCCTGTGG | ATCATCACCTGGCTCCTCTTCTC |
| ATG7 | AGCAGTGATGACCGCATGAATG | CCAGGCTGACAGGAAGAACATTATC |
| P53 | TGAACCGCCGACCTATCCTTAC | TCCCAGGGCAGGCACAAAC |
| P21 | CCGTGGACAGTGAGCAGTTG | CCTCCAGCGGCGTCTCC |
| SYNPO | GTGAGGAAGAGGAAGTGCCATTG | GGGAGGGTTTGGTGAGGACTG |
| NPHS2 | CCTGAGGATGGCGGCTGAG | AGTGGCTGGCTTCTCTGTGG |
| P62 | CATTGAGGTTGACATTGATGTGGAAC | GTTACTCTTGTCTTCTGTGCCTGTG |
| P16 | CCGATTCAGGTGATGATGATGGG | CGGGCGGGAGAAGGTAGTG |
| Desmin | GCTAAGAACATCTCTGAGGCTGAAG | CATCATCTCCTGCTTGGCTTGG |
| WT-1 | CCTGTCGCTACGGACCCTTC | CGGATGGTAGGCTGGCTCTC |

**Table S1. Primer sequences used for qPCR analysis (Continued Table)**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| METTL3 | TCCATCCGTCTTGCCATCTCTAC | CCTCGCTTTACCTCAATCAACTCC |
| ALKBH5 | CCGCCGCTGAGCCTTACC | CTCTTCCTCCTTCTGCAACTGATG |
| FTO | *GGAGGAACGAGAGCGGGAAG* | *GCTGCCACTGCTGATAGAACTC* |
| WATP | GCAAGTTCAGCAGCCGAGTG | TCTTTAGTCTGTTCCAGTTCACCTTTC |
| METTL14 | AGACATAGAAGCCTTTGACATCAGAG | TCCAGCATTTCTCATTCGCAGTG |
| mTOR | GATGTGCCGAGACCTTGAGTTG | GCCTCTGCTTGGATGTGATGAC |
| IL-1β | GACCTTCCAGGATGAGGACA | AGCTCATATGGGTCCGACAG |
| TNF-α | CGTCGTAGCAAACCACCAAG | TTGAAGAGAACCTGGGAGTAGACA |
| IL-18 | AGACTACTTCCTGAGCACAAGA | TGTCCTTACCAATGGTTCTCACT |
| α-SMA | ACTGGGACGACATGGAAAAG | GTTCAGTGGTGCCTCTGTCA |
| Fibronectin | ATGTGGACCCCTCCTGATAGT | GCCCAGTGATTTCAGCAAAGG |
| Vimentin | TATCCTGGTTGTTAATTGCGACCG | GGACTGGCACAAATGACATGCTTAG |

**Table S2. Antibodies used for WB analysis**

| **Antibodies** | **Item number** | **Dilution** | **Company and location** |
| --- | --- | --- | --- |
| mTOR | A11355 | 1:500 for WB | Abclonal, China |
| p-mTOR | AP0115 | 1:500 for WB | Abclonal, China |
| NPHS2 | 20384-1-AP | 1:500 for WB | Proteintech, China |
| SYNPO | 21064-1-AP | 1:2000 for WB | Proteintech, China |
| METTL3 | A19079 | 1:1000 for WB | Abclonal, China |
| P62 | 84826-1-RR | 1:5000 for WB | Proteintech, China |
| Beclin-1 | A21191 | 1:2000 for WB | Abclonal, China |
| Nephrin | HA722886 | 1:1000 for WB | Huabio, China |
| β-actin | EM21002 | 1:10000 for WB | Huabio, China |

**Table S4. The main ingredient list of YHY drug-containing serum**

| **No.** | **m/z** | **RT(min)** | **q Value** | **Accepted Description** | **Adducts** | **Formula** | **Score** | **Mass Error (ppm)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 223.07 | 1.32 | 0.05 | Naringenin 7-sulfate | M+H-H2O, M+Na | C_8_H_12_N_2_O_4_ | 34.7 | -4.60 |
| 2 | 385.11 | 1.45 | 0.01 | Apigenin | M+Na | C_15_H_22_O_10_ | 40.6 | 1.74 |
| 3 | 627.33 | 5.77 | 0.04 | Glycitein 7-O-glucuronide | M+Na | C_27_H_44_N_10_O_6_ | 39 | 1.31 |
| 4 | 275.02 | 6.45 | 0.01 | Dihydroferulic acid 4-O-sulfate | M-H | C_10_H_12_O_7_S | 40.3 | 2.18 |
| 5 | 253.05 | 6.58 | 0.00 | Daidzein | M-H | C_15_H_10_O_4_ | 42.2 | 2.30 |
| 6 | 417.12 | 6.98 | 0.01 | Glycitein 4'-O-glucuronide | M+H | C_21_H_20_O_9_ | 43.8 | 2.40 |
| 7 | 509.04 | 7.32 | 0.00 | Daidzein 4'-glucuronide-7-sulfate | M-H | C_21_H_18_O_13_S | 36.4 | 2.29 |
| 8 | 255.07 | 7.72 | 0.00 | Dihydrodaidzein | M-H | C_15_H_12_O_4_ | 37.5 | -1.97 |
| 9 | 794.41 | 7.79 | 0.02 | Naringenin | M+Na | C_36_H_62_N_5_O_11_P | 33.7 | 1.03 |
| 10 | 431.10 | 7.84 | 0.01 | Biochanin A | M+H-H2O | C_21_H_20_O_11_ | 43.6 | 1.74 |
| 11 | 461.07 | 7.90 | 0.04 | Kaempferol 3-glucuronide | M-H | C_21_H_18_O_12_ | 37.9 | 1.46 |
|  | | | | | | | | |
|  | | | | | | | | |
| **Table S4. The main ingredient list of YHY drug-containing serum (Continued Table)** | | | | | | | | |
| **No.** | **m/z** | **RT(min)** | **q Value** | **Accepted Description** | **Adducts** | **Formula** | **Score** | **Mass Error (ppm)** |
| 12 | 507.26 | 8.38 | 0.03 | Vitamin A | M+H | C_27_H_38_O_9_ | 35 | -0.51 |
| 13 | 215.00 | 8.41 | 0.01 | 3- Acetylphenol sulfate | M-H | C_8_H_8_O_5_S | 37.8 | -1.46 |
| 14 | 447.09 | 8.64 | 0.00 | naringenin-7-O-glucuronide | M-H | C_21_H_20_O_11_ | 39.2 | 2.20 |
| 15 | 433.12 | 9.54 | 0.00 | 2-O-Caffeoylarbutin | M-H | C_21_H_22_O_10_ | 38.4 | 3.03 |
| 16 | 351.02 | 9.56 | 0.00 | Naringenin 7-sulfate | M-H | C_15_H_12_O_8_S | 42.1 | 2.19 |
| 17 | 957.50 | 9.63 | 0.05 | Cyanidin 3-(6''-dioxalylglucoside) | M+Na | C_46_H_78_O_19_ | 32.5 | -4.03 |
| 18 | 353.03 | 11.81 | 0.00 | Dihydronaringenin-O-sulphate | M-H | C_15_H_14_O_8_S | 41.6 | 1.37 |
| 19 | 455.32 | 14.22 | 0.03 | 5-Hydroxyaloin A | M+H-H2O, M+H | C_29_H_44_O_5_ | 39.7 | 0.00 |
| 20 | 328.25 | 14.94 | 0.03 | Demethoxycurcumin | M+H | C_18_H_33_NO_4_ | 36.5 | -3.26 |
| 21 | 335.24 | 15.29 | 0.04 | Apiforol sulfate | M+H-H2O | C_24_H_32_O_2_ | 41.4 | -0.51 |
| 22 | 527.31 | 16.49 | 0.02 | FMNH2 | M+H | C_31_H_38_N_6_O_2_ | 37.7 | 1.87 |
| 23 | 557.31 | 17.72 | 0.02 | Cucurbitacin B | M-H | C_32_H_46_O_8_ | 33.9 | 3.58 |
|  | | | | | | | | |
| \| **Table S4. The main ingredient list of YHY drug-containing serum (Continued Table)** \| \| --- \| | | | | | | | | |
| **No.** | **m/z** | **RT(min)** | **q Value** | **Accepted Description** | **Adducts** | **Formula** | **Score** | **Mass Error (ppm)** |
| 24 | 345.15 | 18.85 | 0.05 | Apigenin 7-sulfate | M+H | C18H20N2O5 | 39.9 | 2.47 |
| 25 | 109.10 | 23.97 | 0.04 | Daidzein 4'-glucuronide-7-sulfate | M+H-H2O | C8H14O | 46.5 | 3.63 |
| 26 | 203.18 | 25.12 | 0.05 | Genistein sulfate | M+Na | C13H24 | 39.2 | -2.11 |
| 27 | 205.19 | 28.59 | 0.05 | Daidzin 4'-O-glucuronide | M+H-H2O | C15H26O | 44 | -3.34 |
| 28 | 830.57 | 28.60 | 0.00 | Palmitic acid | M+H-H2O | C48H82NO9P | 39.4 | 0.11 |
| 29 | 473.36 | 29.96 | 0.01 | Soyasapogenol A | M-H | C30H50O4 | 38.7 | -2.49 |
| 30 | 117.02 | 32.89 | 0.00 | Methylmalonic acid | M-H | C4H6O4 | 38.4 | 4.59 |

##
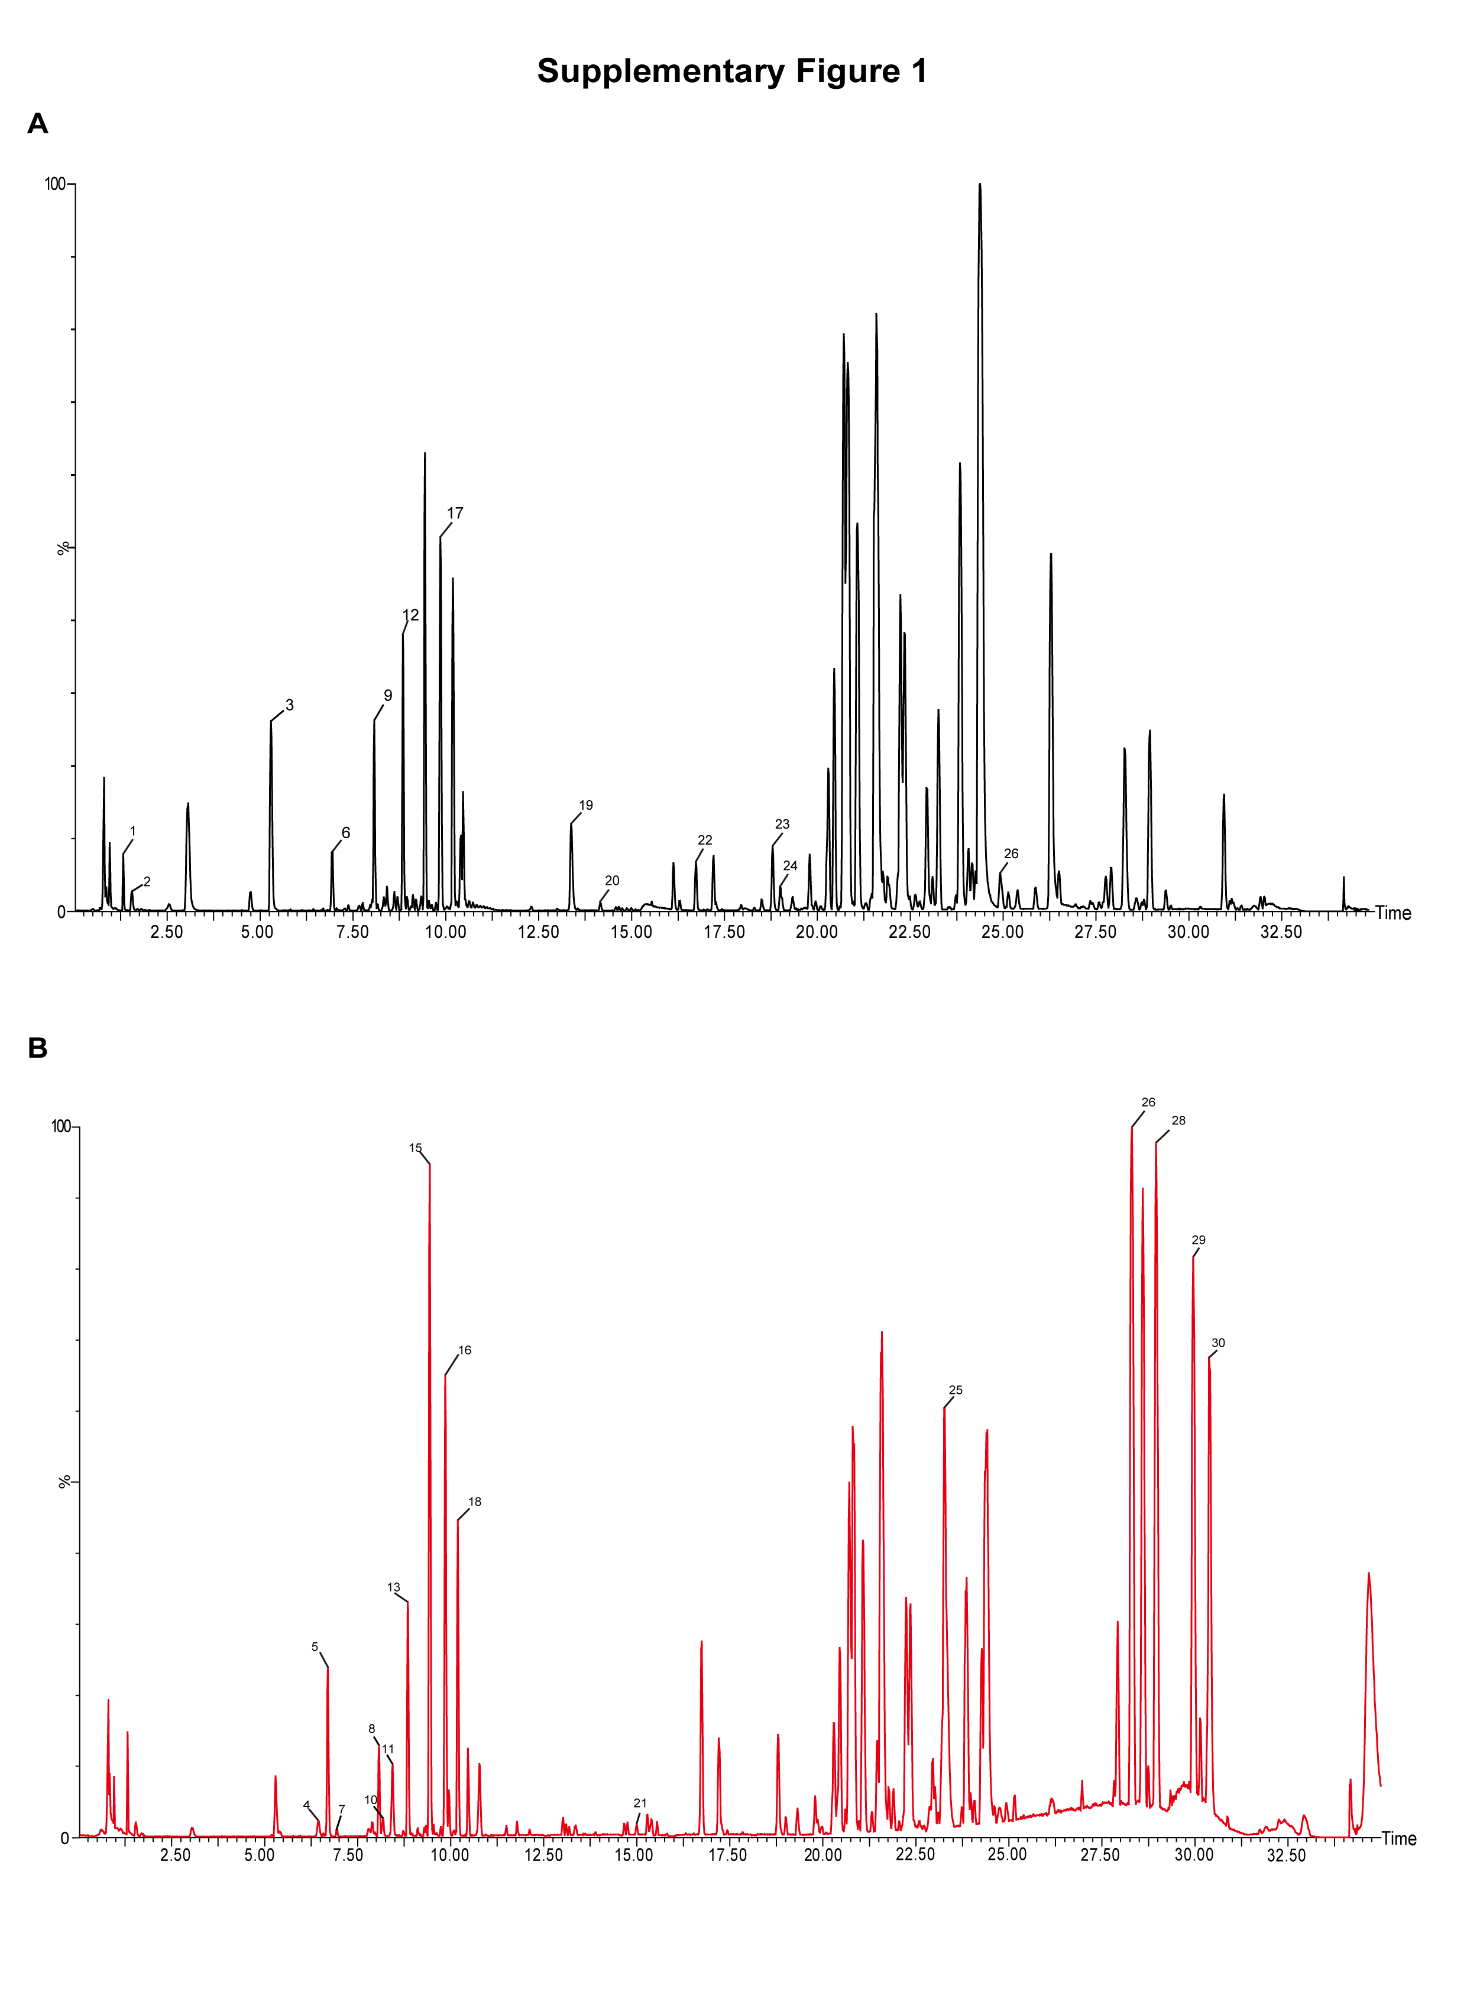
Supplementary Figures

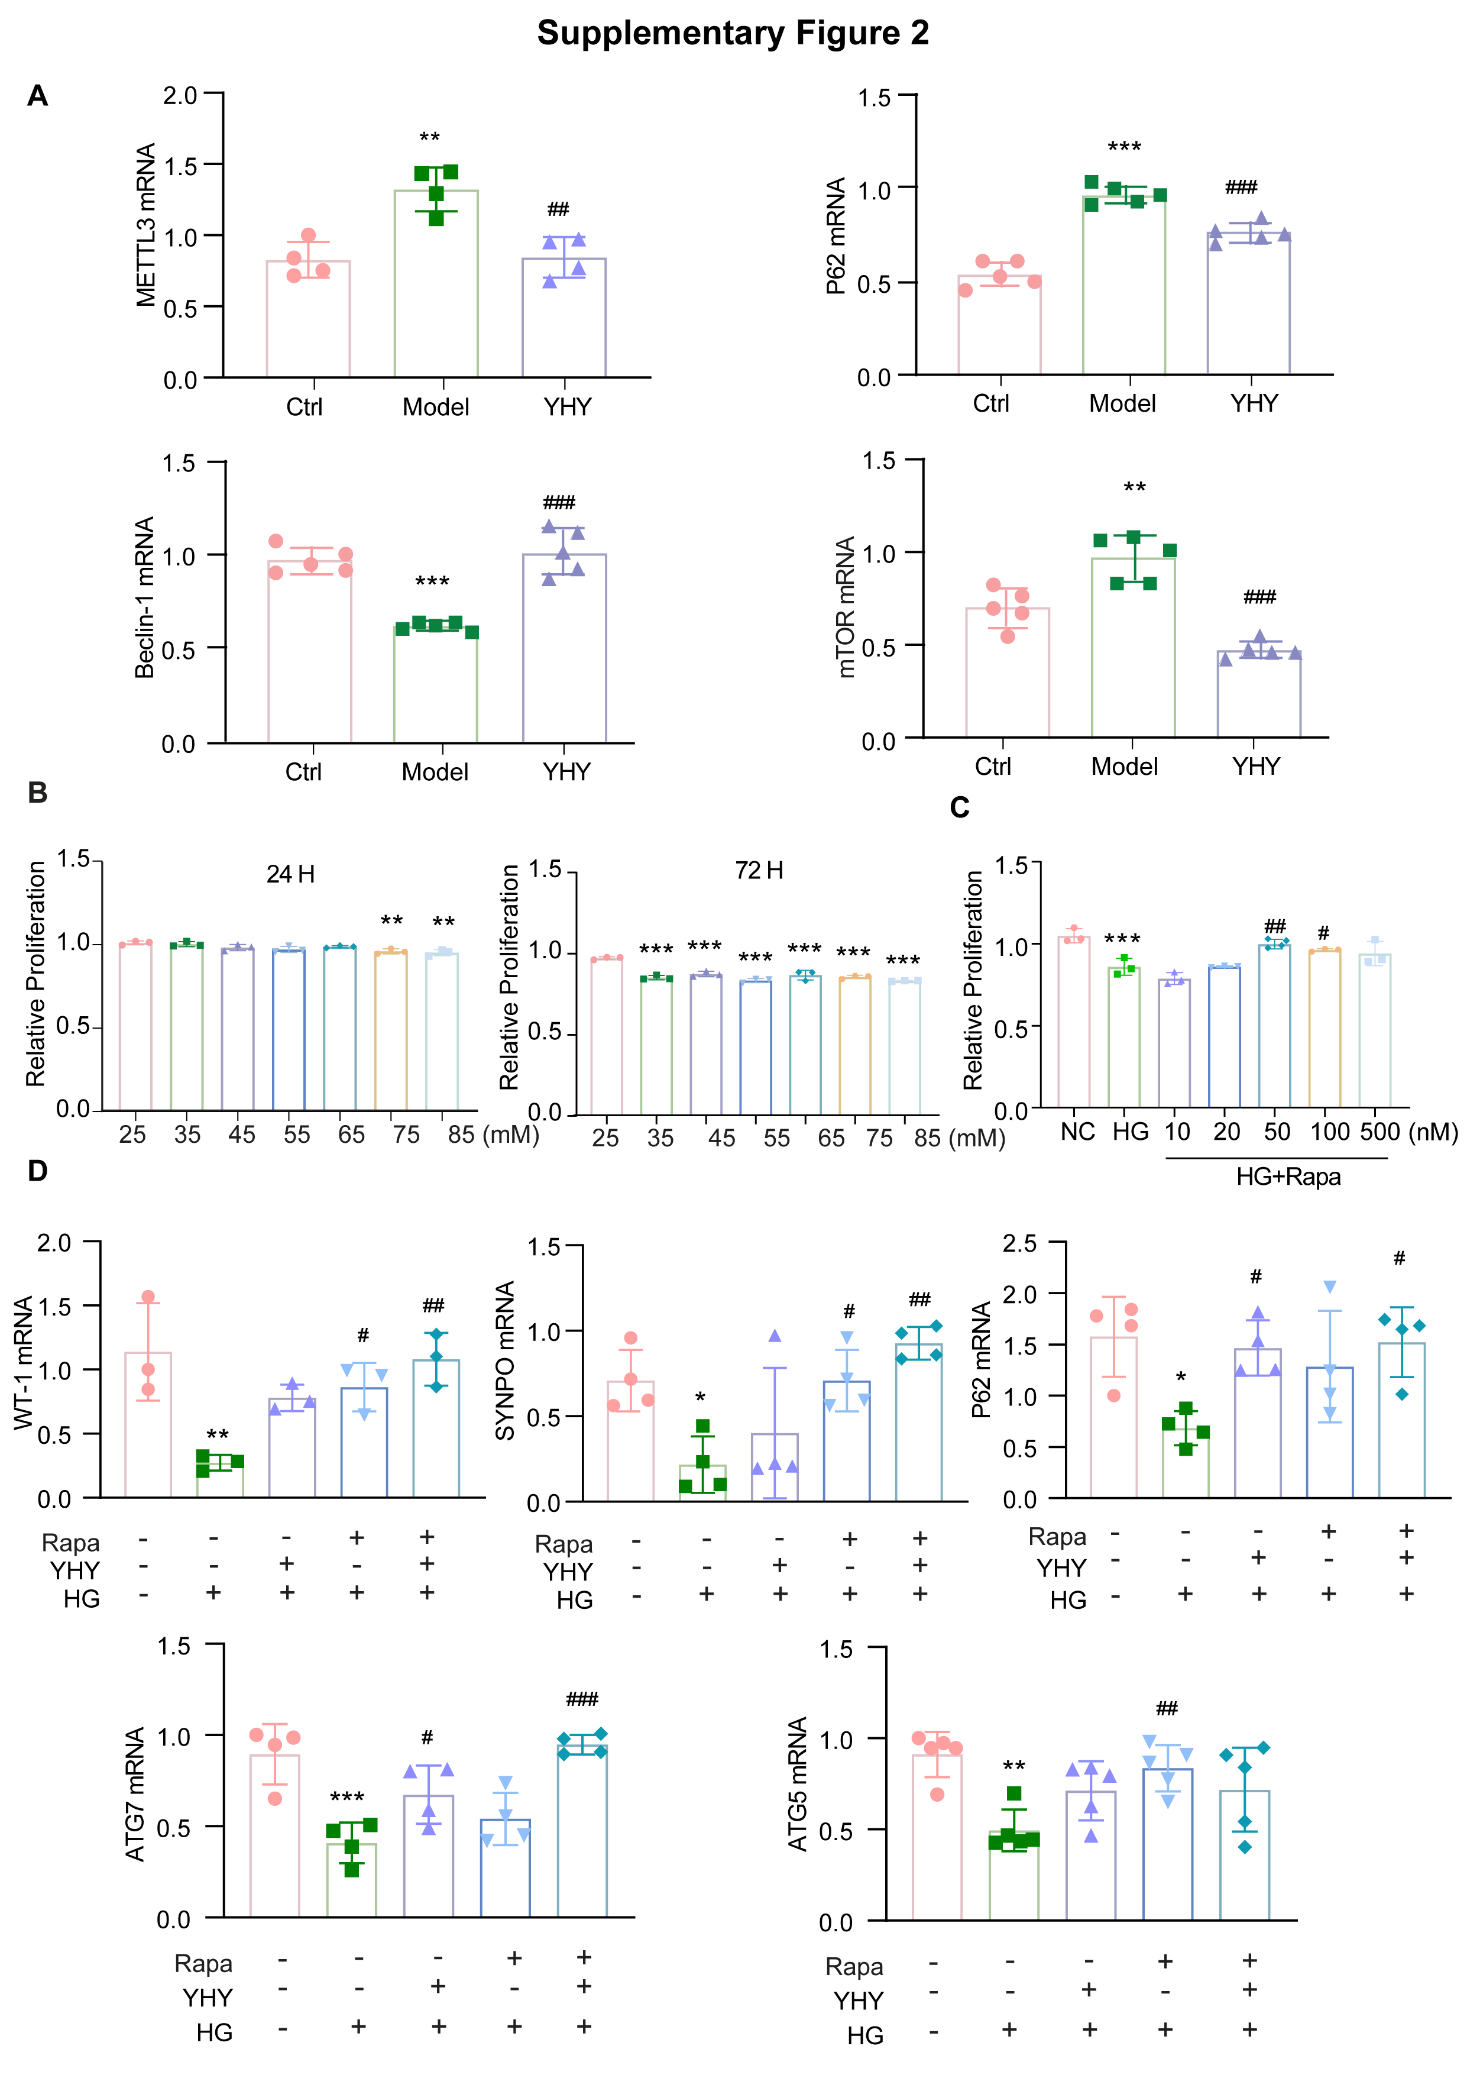

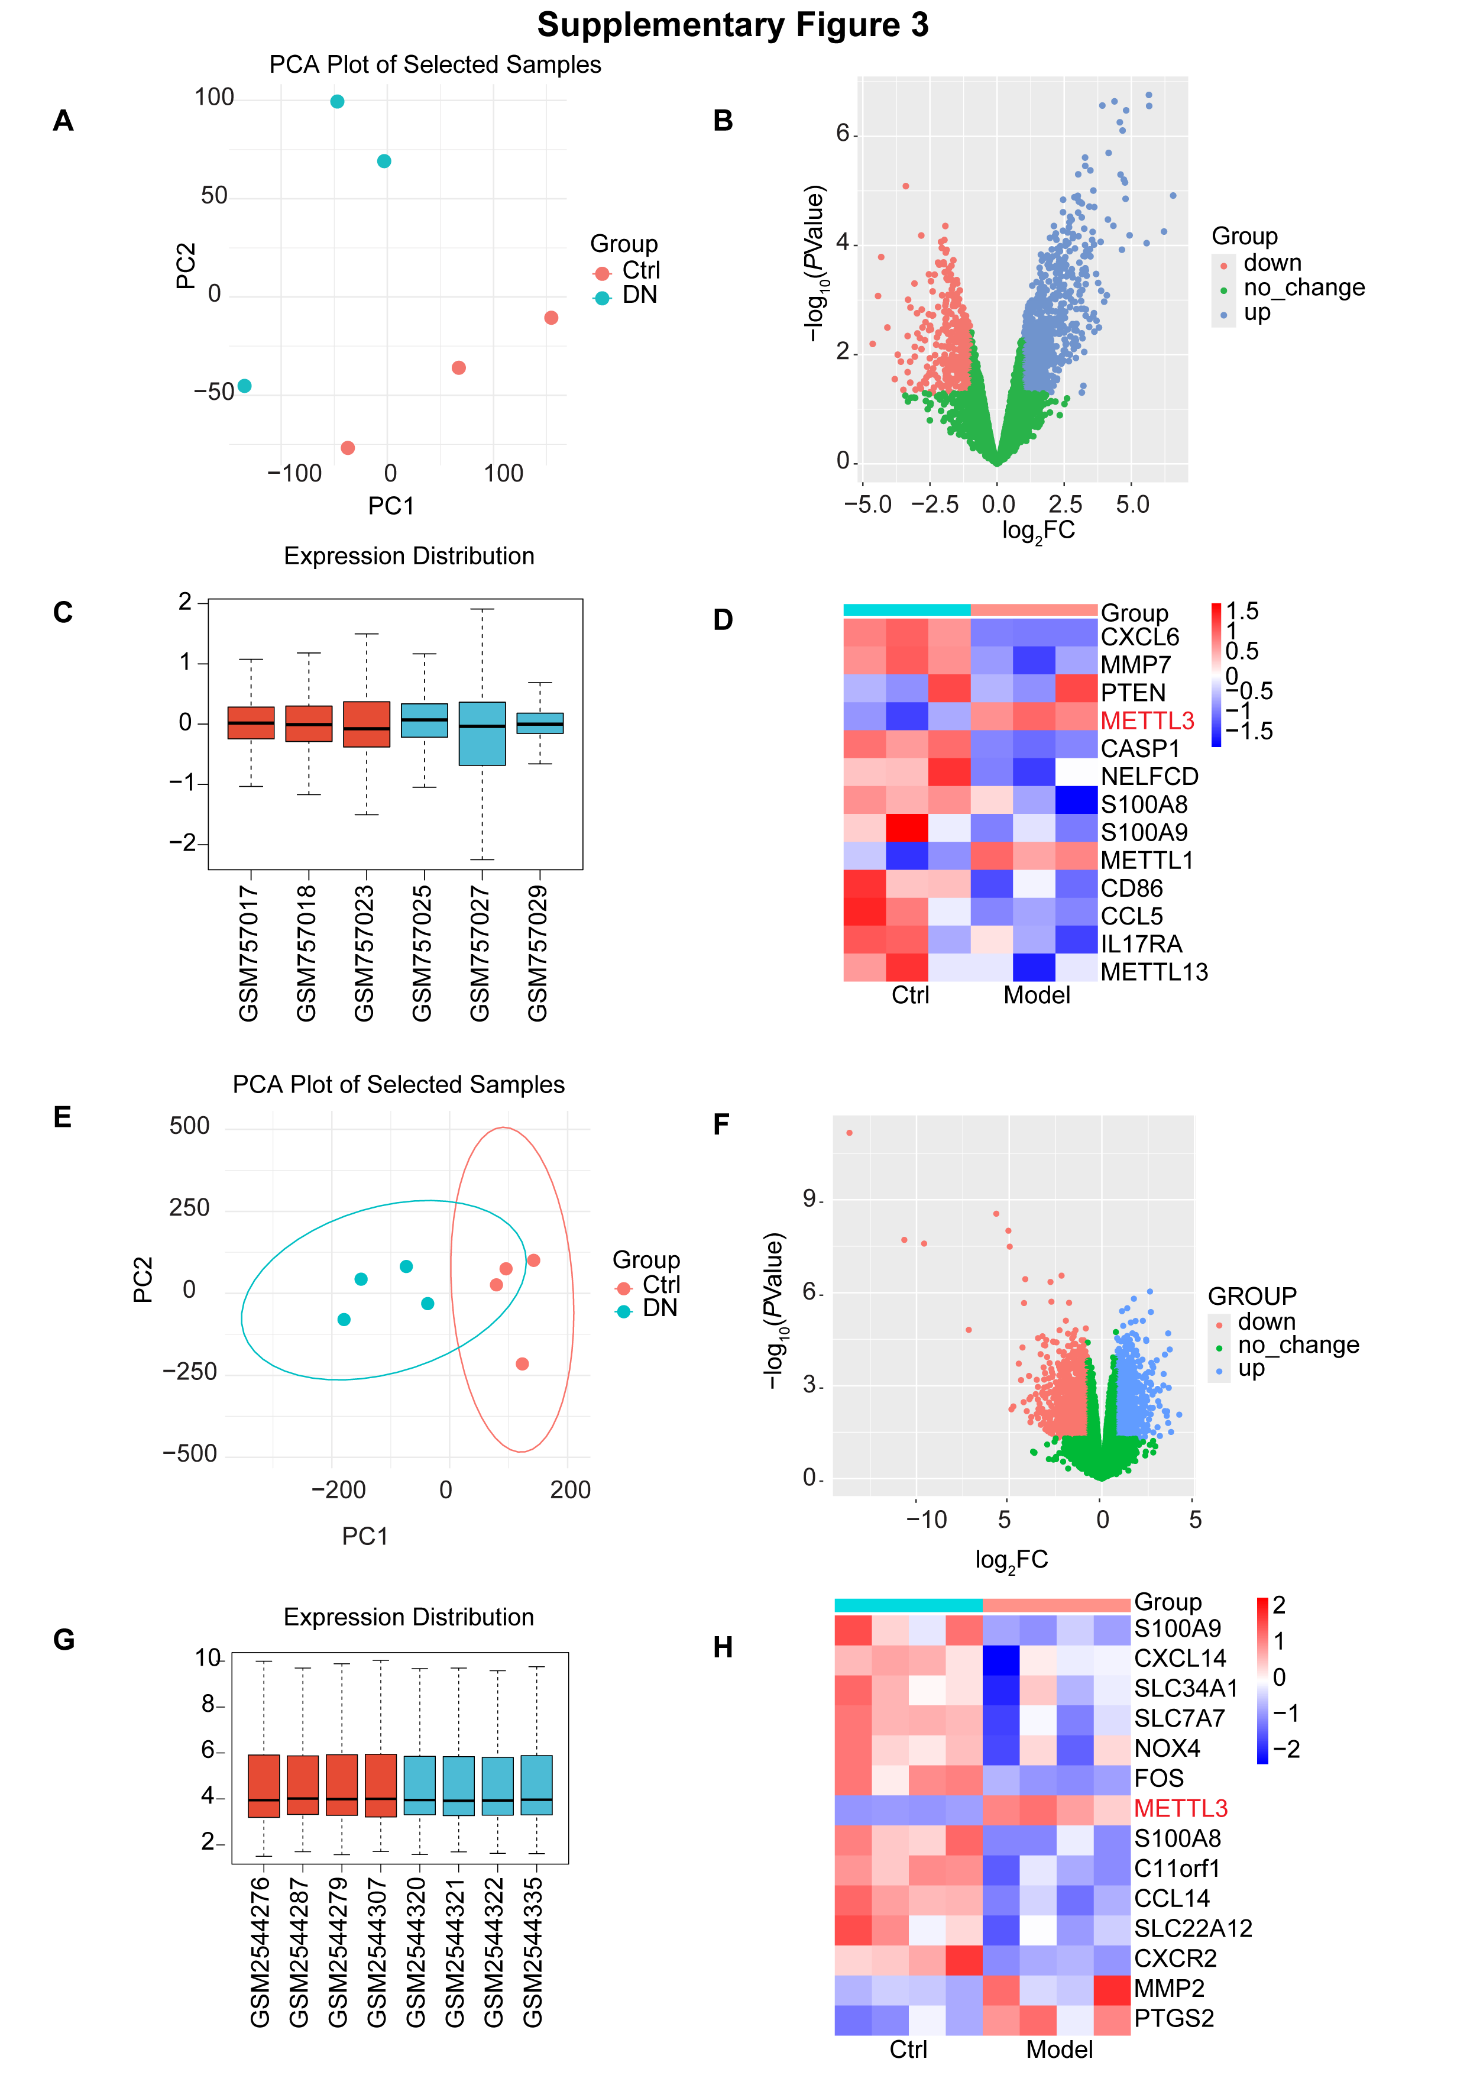

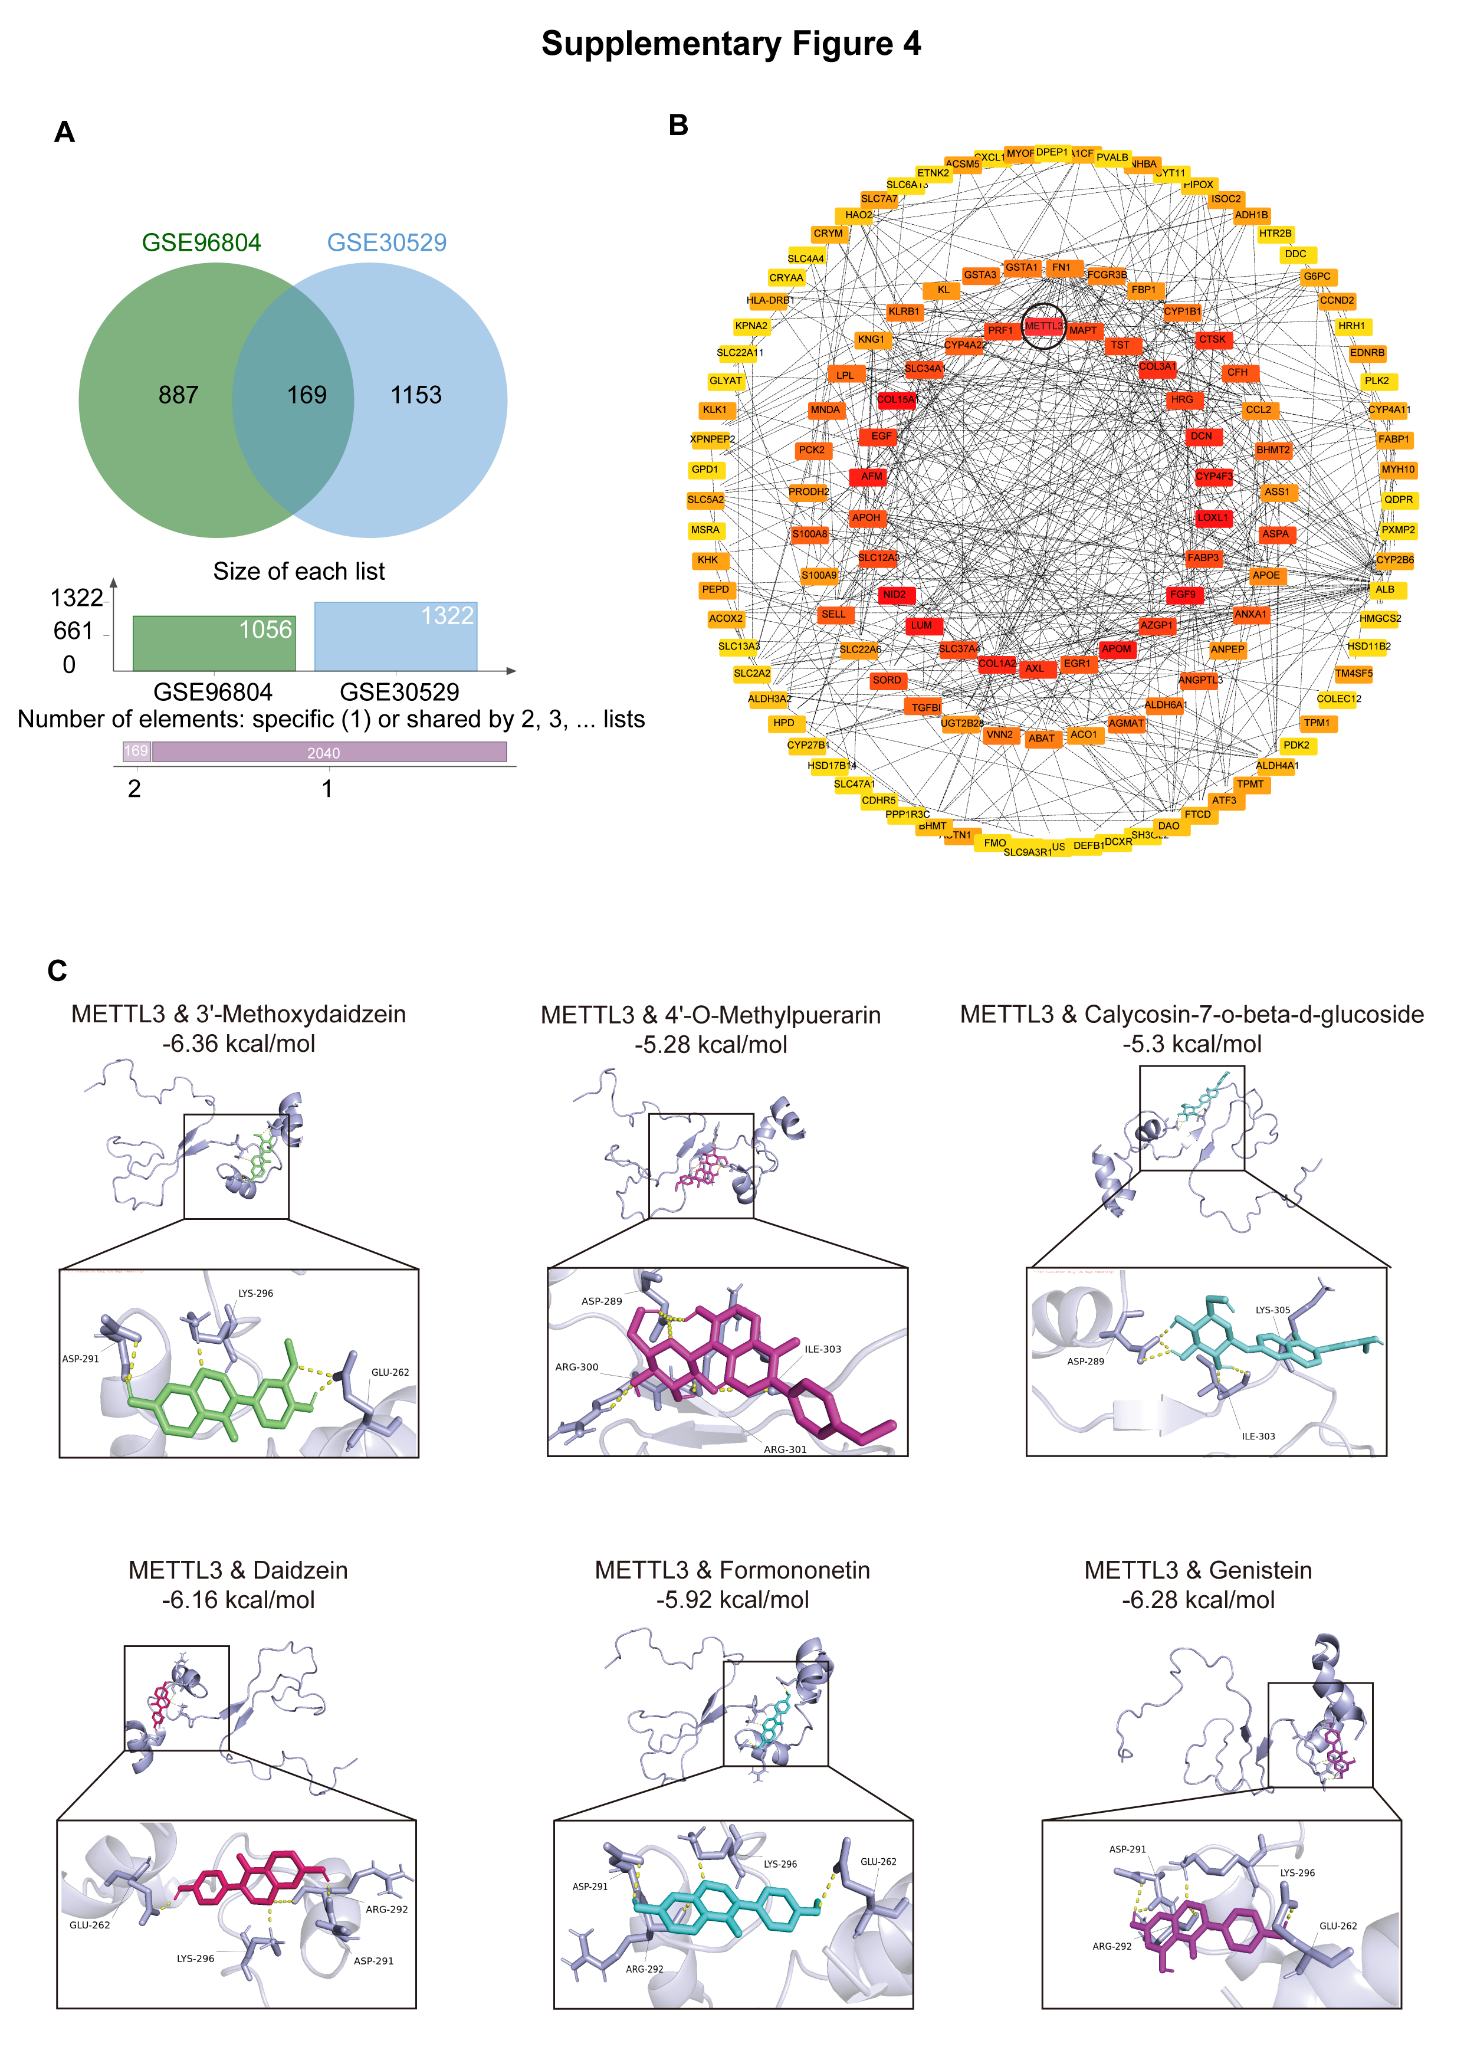

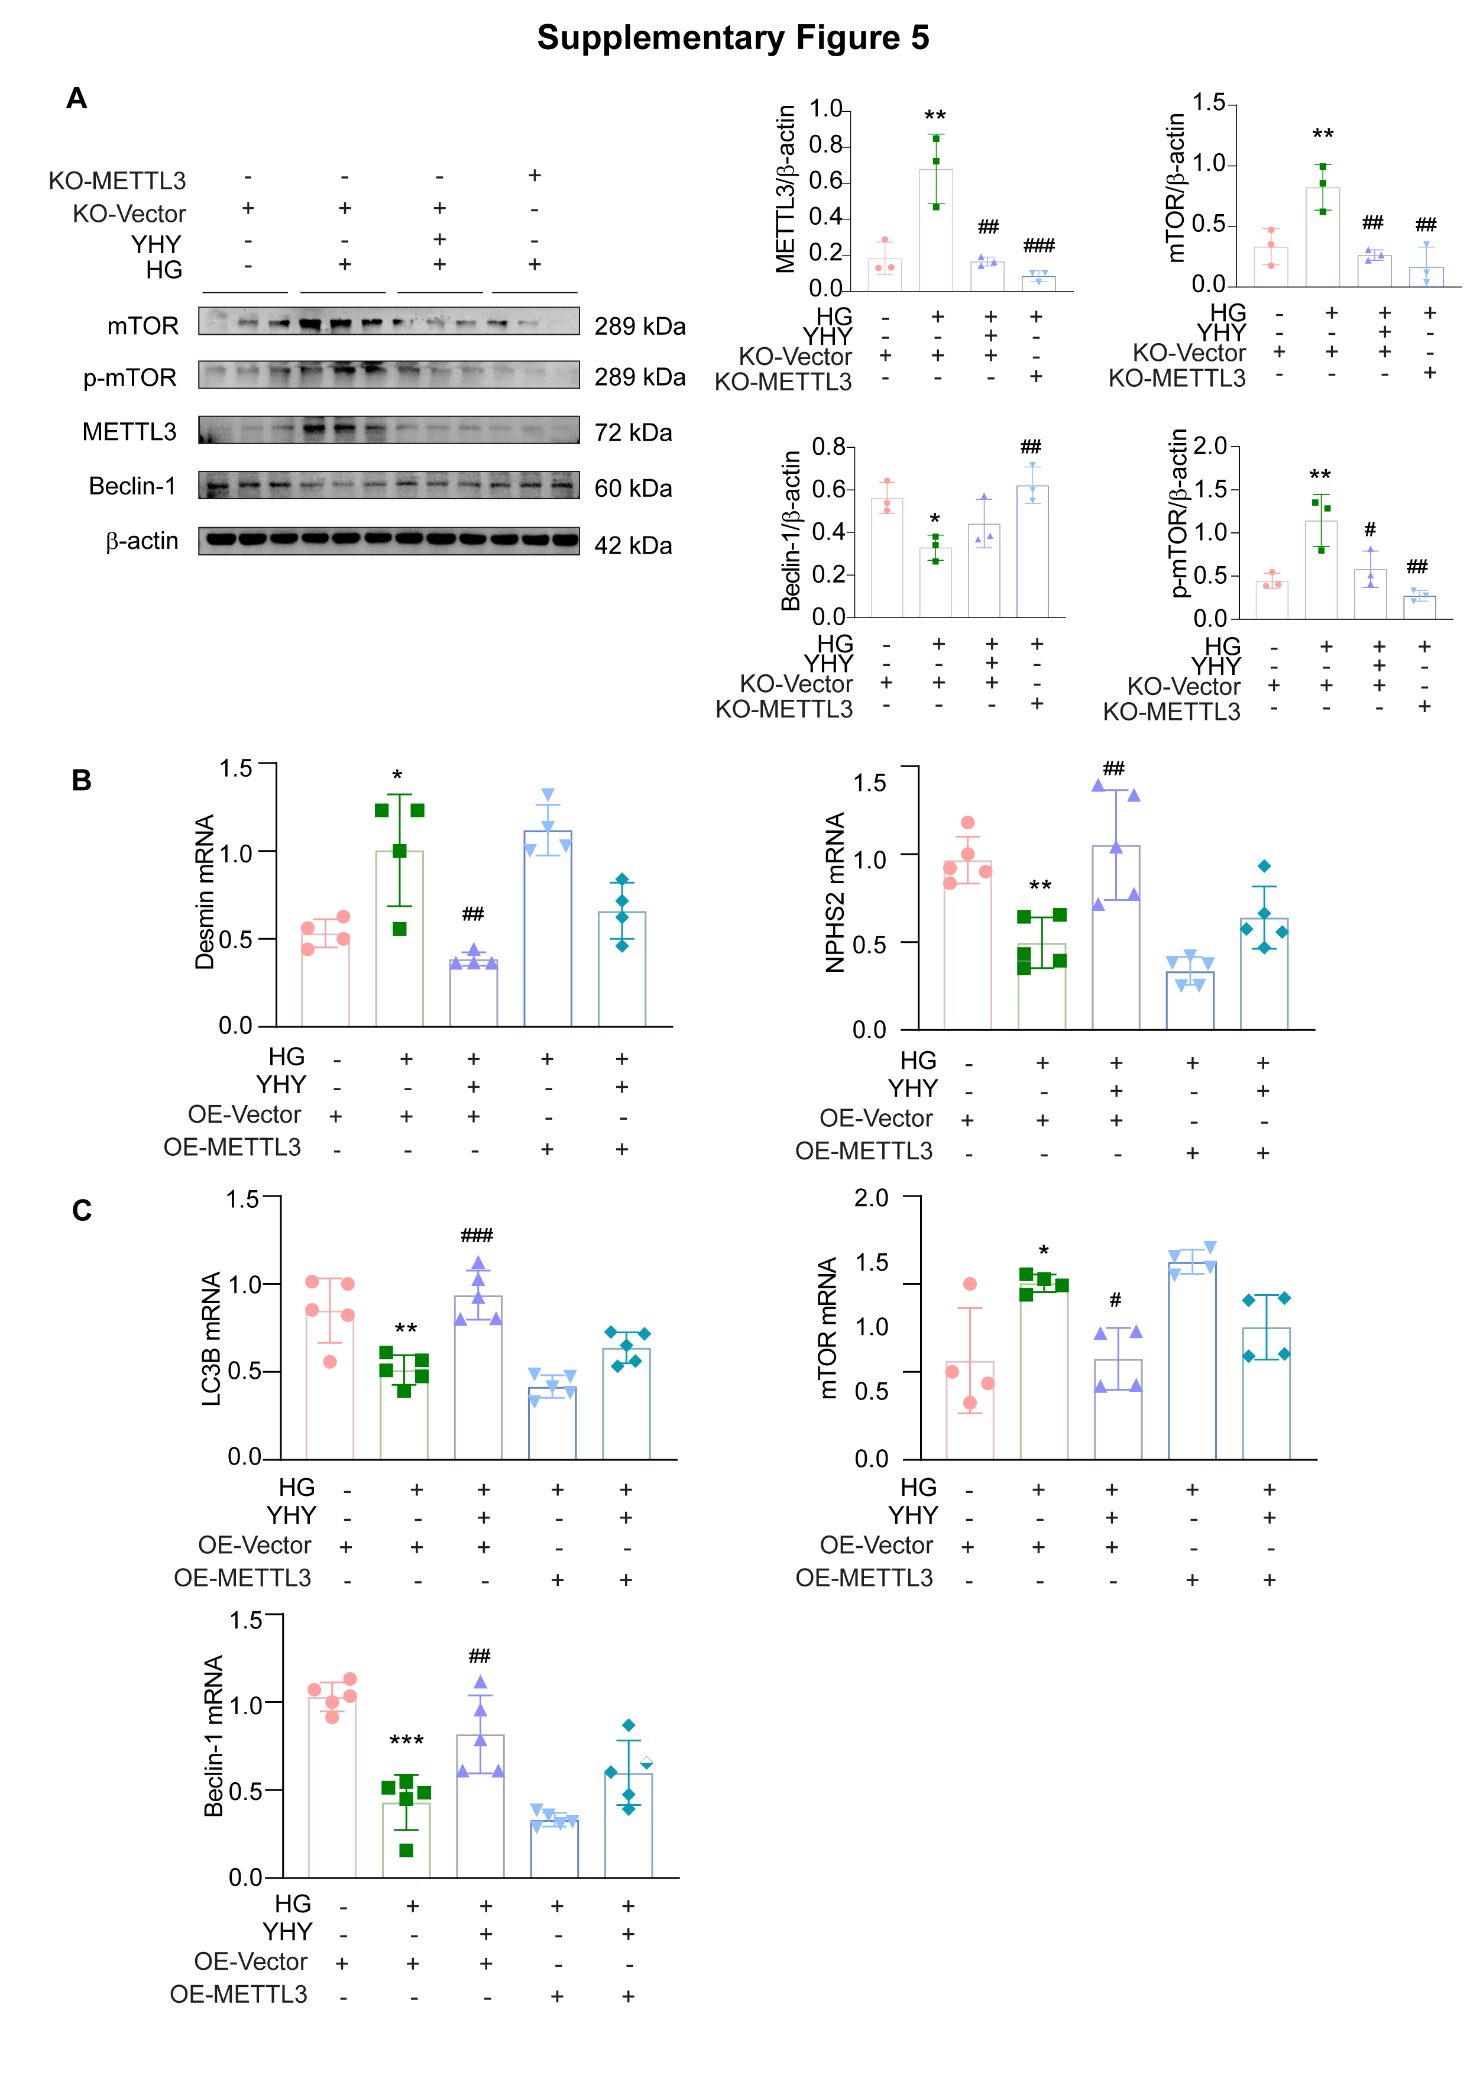

**Supplementary Figure 1.** **YHY drug-containing serum** **total ion flow diagram. (A)** The black curve denotes the total ion current for positive ions. **(B)** The red curve denotes the total ion current for negative ions.

**Supplementary Figure 2. Assessment of renal autophagic flux and rapamycin-mediated effects on podocyte injury and autophagy in *db/db* mice. (A)** mRNA expressions of autophagy-related genes (P62, Beclin-1, and mTOR) and METTL3. **(B) and (C)** CCK8: Evaluating the optimal high glucose modeling concentration and duration (24H and 72H) for MPC-5 and the administration concentration of rapamycin. **(D)** mRNA expressions of podocyte injury markers (WT-1 and SYNPO), and autophagy-related genes (P62, ATG7, and ATG5) under rapamycin intervention. Data were shown as mean ± SD, ^*^*P* < 0.05 and ^**^*P* < 0.01, ^***^*P* < 0.001 *vs.* Ctrl; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 *vs*. Model.

**Supplementary Figure 3. Analyze the differential genes between the normal and DN sample data of clinical subjects from the GEO database. (A-H)** PCA data graph, Volcano map, Box plot and Differential gene heat map (normal samples of clinical humans *vs*. samples of DN patients in the GSE30529 database and the GSE96804 database).

**Supplementary Figure 4. Evaluation of METTL3 as a prevalent differential gene derived from GEO datasets and molecular docking with principal active chemicals of YHY. (A)** Venn Diagram (GSE96804 *vs.* GSE30529). **(B)** Network diagram of differential gene targets. **(C)** Molecular docking (METTL3 performs molecular docking with the main drug components in YHY).

**Supplementary Figure 5. The effects of METTL3 on mTOR and autophagy pathways were verified in both positive and negative ways through knockdown and overexpression in MPC-5 cells. (A)** Western blot analysis and statistical graph of mTOR, p-mTOR, Beclin-1, and METTL3 protein expression in cells knocked down with METTL3. **(B) and (C)** mRNA expressions of podocyte injury markers (Desmin and NPHS2) and autophagy-related genes (LC3B, Beclin-1 and mTOR). Data were shown as mean ± SD, ^*^*P* < 0.05 and ^**^*P* < 0.01, ^***^*P* < 0.001 *vs.* Ctrl; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 *vs.* Model.

How the deposited data were processed for this re-analysis (not part of the article)

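Kidney RNA of 12 male mice was measured by mRNA sequencing, in 4 db/m mice (Ctrl), 4 db/db mice (Model) and 4 db/db mice given YHY for 4 weeks (YHY). The sample labels give an age of 13 weeks and a concentration of 6.24 g/mL for YHY. The paper's text does not say which of its dose groups was sequenced. Mice were assigned to groups and numbers by the sample labels and the paper's methods.

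The authors deposited a table of raw counts of reads for each of 57490 genes and each of the 12 mice, made from quality-filtered reads, with gene lengths and coordinates. The aligner, the counting tool, the annotation, the genome build and the use of strand are not stated, and the coordinates are not those of the GRCm38 annotation used here for GC content, so they are printed as the authors list them. The authors also deposited tables of their comparisons, which hold group means as a normalized signal (counts divided by a factor per library), log2 fold changes and p-values with adjusted values. The R packages behind these log2 and p-value columns are not named in the paper. The authors' group means matched the means of 3 mice per group (Ctrl 1, 3 and 4, Model 2, 3 and 4, YHY 1, 2 and 3) to the precision of the file, although the paper's methods give 4 mice per group. In the table for YHY against Model, the names above the Model columns do not name those mice, and 12 columns of values per mouse in the comparison tables were not used. The deposited KEGG tables give, for each pathway, the number of changed genes and p-values, and their values are printed as the authors' own.

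From the counts, library totals, the share of mitochondrial transcripts and the share of the 10 most abundant genes were computed for each mouse, with 95% Wilson binomial intervals. Library totals ran from 24415658 to 33276634 counts, and 20382 to 22250 genes had at least 1 count in a mouse. With 3 or fewer counts in every mouse of a group, a gene was treated as at the limit of detection, and folds against such a group are lower bounds computed against 3 counts in each mouse. Replicates of a group were compared by a chi-square test of their counts, which gave 19.2 to 156.3 per degree of freedom, so no pair of libraries matched within sampling noise.

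Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr and the quasi-likelihood test (glmQLFit, glmQLFTest) in a single fit of the 3 groups without other covariates, two-sided, and P was adjusted by the Benjamini-Hochberg method over the genes tested. Counts of changed genes use the paper's limits, a fold change over 1.2 and an unadjusted P under 0.05, and separately an adjusted P under 0.05 without a fold limit. CPM values are TMM-scaled. The prior count of 2 was used for log2 CPM values only, and the fitted fold changes kept edgeR's default. Single genes were also compared by exact permutation tests on CPM. Gene lists were tested with camera at its preset correlation, and with fry and an estimated correlation as alternatives (limma 3.58.1), with adjustment over 22 lists within a comparison. Lists of genes of cell division, of kidney genes higher in male or in female mice, of nuclear-retained RNA, of cytosolic ribosomal proteins and of the nuclear-encoded respiratory chain were added after the data had been seen. Expressed genes were counted at a mean FPKM over 1, with FPKM computed from the counts and the deposited gene lengths. Tables and plots were made with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

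The same steps were tested on simulated counts drawn from the means and library sizes of these mice. With 12 libraries and 16918 genes, 200 were changed by known folds and the 11 other genes of a further list were shifted together. Here 70.5% of the changed genes were called, each with the right sign, and 8 of 16707 unchanged genes were called. With the 9 libraries of the authors' means and 16883 genes, 11 of them again in the shifted list, 59.5% of the changed genes and 6 of 16672 unchanged genes were called. The shifted list passed camera in both (adjusted P = 5.11e-14 and 2.8e-09), and 0 other lists did. Apart from these genes all groups were drawn from the same means. A group difference in mitochondrial share was therefore not simulated, and the effect of scaling under such a difference was not tested.

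The genes named in the text are those of the heat map in Fig. 4D, the primer list of Table S1 and the text for mouse kidney, the strain's mutated gene Lepr, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted P under 0.05, a mean count of at least 50, a gene symbol and no overlap between the mice of the groups. Some genes under this rule are not reported here. Genes named beyond the rule are marked where they appear.

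The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile scaling, scaling by library size alone, no filter, at least 10 counts in every sample, a fit of only the 8 mice compared, the replicate number as a block, each mouse left out in turn, the fold limit read as a log2 fold change above 1.2, edgeR's glmTreat test against a fold change of 1.2, the other tests of gene lists, and for expressed genes an FPKM over 0.5 or an FPKM over 1 in every mouse. Alternatives chosen after seeing the data were the authors' 9 mice, those mice with the log2 reading of the limit, DESeq2 without a filter on the authors' mice of the groups compared, the mitochondrial genes left out, and a correction for GC content and gene length. The last used loess trends of span 0.5 as offsets. The qPCR, western blot, histology, docking and cell culture experiments of the paper are not analysed here.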

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

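Apart from the counts of splits of the mice by camera P, the tests given here were chosen only after the results had been seen. In each group of 4 mice, the highest and lowest values were compared with the rest of the group by Dixon's ratio at its 95% critical value. Of 125 groups of values tested, 10 held a mouse beyond the limit, where chance gives 6.25. The number is thus near what chance allows, and no single value among the 10 stands out by this count alone.

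Mitochondrial transcripts, which the paper does not discuss, took 19.5% ± 2.12 of the counts in Ctrl, 52.2% ± 7.68 in Model and 56.8% ± 5.21 in YHY mice (SD, n = 4 each). The rise was not limited to a few transcripts, since 13 of 13 mitochondrial protein-coding genes were higher in Model than in Ctrl at an adjusted P under 0.05 by edgeR, with log2 fold changes of 1.39 to 2.34. Between YHY and Model 0 of the 13 passed, and 3 had an unadjusted P under 0.05. More proximal tubule cells, which are rich in mitochondria, would raise the genes of that cell type, but the median log2 fold change of the proximal tubule list was -0.82. Its 14 genes went both ways, 4 higher and 10 lower. The median thus cannot separate the share of these cells from regulation of the genes, and does not decide it. A rise of the whole respiratory chain would raise its nuclear-encoded genes too, but their median was -0.33, with 40 of 54 lower and 14 higher. Splits of the same mice count against reading much into the second list, since 15 of the 35 splits of the 8 mice gave a camera P as small and 5 a median as far from 0. For the proximal tubule list 5 of the 35 gave a camera P as small, but only 1, the real one, a median as far from 0. Degraded RNA cannot be told apart from a change in the kidney, because RNA quality is not analysed here and would go with the groups. The difference in median log2 fold change between the longest and the shortest 10% of genes was -0.20, with 0.076 in the longest against 0.28 in the shortest. Only the shortest 10% stood apart, the medians of the other length groups running from -0.015 to 0.076. The median rose with length in YHY against Model, from -0.16 in the shortest 10% to 0.25 in the longest, and the cause was not tested. A difference in mitochondrial content or transcription between db/db and db/m kidneys may also account for it, and this was not tested.

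Among the Ctrl mice, Ctrl 2 had a library of 29632718 counts against 32677732 to 33276634 in the others, and a mitochondrial share of 22.7% (95% Wilson interval 22.70 to 22.73). Among the YHY mice, YHY 2 had a mitochondrial share of 64.6% (64.58 to 64.62) against 53.8% to 54.6% in the others, and its 10 most abundant genes took 65.8% of its counts (65.74 to 65.78) against 54.5% to 56.0%. The top 10 genes of a db/db library are mostly mitochondrial, so the last values are not independent. Library depth may play a part, since YHY 2 had the smallest YHY library at 25149764 counts, but YHY 1 had nearly as few, 25310437, with a share of 53.8%. With 4 mice in a group, depth and the mouse itself cannot be told apart for these shares. The authors' means leave out Ctrl 2 and keep YHY 2. No biological explanation was tested, since the design names nothing that sets these mice apart.

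In single genes, Casp1 was 1.49 CPM in Ctrl 1 against 0.661 to 0.749 CPM in the other Ctrl mice, and the adjusted P of its rise in Model was 0.0565 with all mice and between 0.0312 and 0.159 with a mouse left out. Without Ctrl 1 its log2 fold change was 1.37 (adjusted P = 0.0312), and the call was gained in 3 of the 12 fits, those without Ctrl 1, YHY 2 and YHY 4. Des was 9.17 CPM in Ctrl 2 against 12.8 to 13.1 CPM in the other Ctrl mice, and 24.6 CPM in YHY 2 against 21.6 to 21.7 CPM in the other YHY mice. The rise of Des in Model was 0.77 without Ctrl 2 and 0.88 with it. Fto was 24.0 CPM in YHY 1 against 17.1 to 18.1 CPM in the other YHY mice, and its log2 fold change under YHY was -0.06 with YHY 1 and -0.19 without. No cause was tested for these 4 values.

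Gm45203 was 2.58 CPM in Model 1 against 12.8 to 14.0 CPM in the other Model mice. Its rise in Model passed an adjusted P of 0.05 with each mouse left out, with log2 fold changes from 4.98 to 5.90. Model 1 also had the lowest mitochondrial share of the Model mice, 41.2%. On the first principal component of all genes (45.4% of the variance) it lay at -1.29 against 31.5 to 44.1 in the other Model mice. The cause was not tested.

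Ighg1 was 58.8 CPM in YHY 1 against 0.697 to 5.09 CPM in the other YHY mice, and without YHY 1 its log2 fold change under YHY was 3.32. A piece of lymph node or other lymphoid tissue in the sample might bring such reads, and would bring the other transcripts of lymphocytes with them. The mean of the lymphocyte list in YHY 1 was -0.21 log2 CPM, above the -1.23 to -0.93 of the Model mice and within the -1.24 to -0.079 of the other YHY mice and the -0.26 to 0.68 of the Ctrl mice. The list had a median log2 fold change of 0.98 in YHY against Model (7 of 8 genes higher), which did not pass camera or fry (adjusted P = 0.369 and 0.284), and 0.96 to 1.01 under the other scalings. Igkc, chosen after its values were seen, was 104.2 CPM in YHY 1 and 95.4 CPM in YHY 3, so antibody transcripts were high in more than 1 mouse. Lymphoid tissue and antibody-secreting cells in the kidney of YHY 1 cannot be told apart, because the lymphocyte list was raised in other YHY mice too and marker genes of antibody-secreting cells were not tested as a list.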

How the results depend on the processing

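The alternatives marked here as added, and the check of the replicate numbers, were chosen only after the results had been seen. Where no reason is given for a change, the cause was not tested.

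Model against Ctrl. The counts stayed within 1.5 times, and the lists, Mtor and Mettl3 kept direction and call, with DESeq2, upper-quartile scaling, no filter, at least 10 counts in every sample and the 8 mice alone. Scaling by library size alone changed most of them. It gave 1958 genes higher and 6625 lower at a fold change over 1.2 and an unadjusted P under 0.05, and 1547 higher and 5667 lower at an adjusted P under 0.05. It shifts all genes together, with a median log2 fold change of all genes of -0.39, against 0.04 with TMM and 0.14 with upper-quartile scaling. Of the genes with an adjusted P under 0.05, 21.4% were higher under it, against 51.5% with TMM and 60.6% with upper-quartile scaling. Mtor then passed the limit (-0.82, adjusted P = 0.00491), as it did after the correction for GC content and gene length (added, -0.60, adjusted P = 0.0262). Its adjusted P ran from 0.00491 to 0.334 over all settings. A fold limit read as a log2 fold change above 1.2 is stricter by construction and left 1904 genes higher and 893 lower. The same reading gave 1995 and 1331 over the authors' mice (added), and 2644 and 1368 with DESeq2 without a filter on the authors' mice of the groups compared (added). The autophagy list (-0.41) lost its call with an estimated correlation (adjusted P = 0.386, range over settings 4.32e-05 to 0.386).

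YHY against Model. With the limit read on the log2 scale, 407 genes were higher and 369 lower. Over the authors' mice (added) these were 475 and 476, and with DESeq2 as above (added) 550 and 515. At an adjusted P under 0.05, scaling by library size alone left 491 higher and 686 lower, and the 8 mice alone left 692 lower. The median of the mTOR list, -0.0088, reversed with upper-quartile scaling (0.0043), at least 10 counts in every sample (0.0073), the 8 mice alone (0.035), the authors' mice (added, 0.056) and the mitochondrial genes left out (added, 0.011), without a call in any. Mtor reversed after the correction for GC content and gene length (added, -0.011), also without a call. The rise of Mettl3, whose adjusted P was 0.0519, passed the limit with DESeq2 (0.90, adjusted P = 0.0188), upper-quartile scaling (0.92, adjusted P = 0.046), no filter (0.89, adjusted P = 0.0403), at least 10 counts in every sample (0.92, adjusted P = 0.0409) and the mitochondrial genes left out (added, 0.92, adjusted P = 0.0458). Over all settings its adjusted P ran from 0.00987 to 0.151.

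The share of changed genes that moved back under YHY was 40.6%. It was 43.0% with scaling by library size alone, 41.7% without a filter, 38.8% with at least 10 counts in every sample and 41.7% with the 8 mice alone. It was 42.0% with the fold limit and unadjusted P and 47.7% over the authors' mice (added). With the Model mice split 2 and 2 between the comparisons it averaged 37.2%. These splits gave 42.7% to 48.7% with Model 1 compared with Ctrl, and 26.7% to 31.5% with Model 1 compared with YHY.

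Each of the 12 mice was left out in turn. In Model against Ctrl, genes at the fold limit and unadjusted P ran from 3518 to 4506 higher and from 3527 to 4477 lower, and at an adjusted P under 0.05 from 2507 to 3624 higher and from 2596 to 3711 lower. The autophagy list ran from -0.51 to -0.36 and the mTOR list from -0.20 to -0.11. Mtor ran from -0.61 to -0.30 and passed the limit without Ctrl 4 (-0.61, adjusted P = 0.0209). Mettl3 ran from -1.06 to -0.88 and lost its call without Model 4 (-0.88, adjusted P = 0.0529). In YHY against Model, genes at the fold limit and unadjusted P ran from 1941 to 2463 higher and from 2210 to 2900 lower. The number of genes higher in YHY than Model, adjusted P under 0.05, ran from 419 without Model 3 to 1045 without YHY 4, and was 634 without Model 1 and 600 without Model 4. The number lower ran from 727 without Model 3 to 1678 without YHY 4. The autophagy list ran from -0.10 to 0.0028 (without Model 1), and the mTOR list from -0.025 (without Ctrl 3) to 0.047 (without YHY 3). Mtor ran from -0.024 (without YHY 2) to 0.18, and Mettl3 from 0.63 to 1.13, passing the limit without YHY 2 (1.13, adjusted P = 0.00987). The share that moved back moved by more than 1 SD of the simulated shares in 8 of the 12 fits, and ran from 38.4% without Ctrl 4 to 48.6% without Model 1.

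Of the named genes, those below changed direction, none of them with an adjusted P under 0.05 once reversed. In Model against Ctrl, scaling by library size alone gave Il18 -0.10, Actb -0.27, Atg7 -0.15, Acta2 -0.29 and Cytl1 -0.42, beside its shift of all genes by -0.39. Upper-quartile scaling reversed Casp2 (0.023) and Map1lc3b (0.039), no filter Cytl1 (-0.0050), and the authors' mice (added) Cytl1 (-0.059). In YHY against Model, the authors' mice (added) reversed Casp9 (-0.13), Casp12 (0.39), Des (-0.013), Fto (0.024) and Mettl14 (-0.031). The 8 mice alone reversed Casp12 (0.022), and the correction for GC content and gene length (added) Synpo (-0.018) and Mettl14 (-0.098). With a mouse left out, the log2 fold change in Model against Ctrl ran from -0.13 (without Model 1) to 0.54 for Il18, from -0.044 to 0.19 for Acta2 and from -0.25 to 0.40 for Cytl1. In YHY against Model it ran from -0.095 to 0.13 for Casp9, from -0.29 to 0.20 for Casp12, from -0.062 to 0.25 for Synpo and from -0.041 to 0.056 for Des. It ran from -0.46 (without YHY 2) to 0.58 for Il1b, from -0.0056 to 0.13 for Acta2, from -0.066 to 0.29 for Ulk1 and from -0.28 to 0.035 for 4930422C21Rik. Gm6300 ran from 0 (without YHY 1) to 3.85, with 4 counts in YHY 1 and 0 in the other db/db mice. Neurog2 ran from -2.99 to 0 (without Model 2), with 2 counts in Model 2 and 0 in the other db/db mice. Neither has a direction at this depth.

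Of the 80 fold changes of named genes, 75 kept direction and call with DESeq2 (5 stronger), 76 with upper-quartile scaling (1 weaker, 1 stronger), 62 with library size alone (9 weaker, 4 stronger) and 75 without a filter (2 weaker, 2 stronger). Of the added alternatives, 68 kept them over the authors' mice (4 weaker, 2 stronger), 79 without the mitochondrial genes (1 stronger) and 75 after the correction for GC content and gene length (2 weaker, 1 stronger). With at least 10 counts in every sample 60 had a value and 58 kept them (1 weaker, 1 stronger), and with the 8 mice alone 76 had a value and 68 kept them (2 weaker, 5 stronger). Of 960 values with a mouse left out, 889 kept them, 41 were weaker, 8 stronger and 22 reversed.

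Mice with the same replicate number did not deviate together across genes. The correlations were -0.0395 to 0.0489 between Ctrl and Model, -0.173 to 0.0385 between Model and YHY and -0.150 to 0.125 between Ctrl and YHY, so the numbers do not pair the mice. With the replicate number as a block, 4081 genes were higher and 3861 lower in Model at the fold limit and unadjusted P, and 793 were higher and 1127 lower in YHY at an adjusted P under 0.05. Mettl3 was -0.88 (adjusted P = 0.0221) in Model and 0.80 (adjusted P = 0.0796) under YHY. No call of a list, of Mtor or of Mettl3 changed under the block, and of the named genes 2 were weaker and 1 stronger. Depth limits genes of few counts, and Cdkn2a, with at most 7 counts in a Ctrl mouse and 0 in Model mice, was not tested.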

Differences from the paper's values

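Which added alternatives to set beside the paper's values was decided only after the results had been seen. The paper gives 2644 genes higher in Model than in Ctrl, against 4266 here over all 12 mice at a fold change over 1.2 and an unadjusted P under 0.05. Some of the alternatives set before the data were examined came within 1.5 times the paper's value. These were scaling by library size alone (1958), at least 10 counts in every sample (3624), the limit read as a log2 fold change above 1.2 (1904) and edgeR's glmTreat test (3758). The fits without Ctrl 1 (3518), Ctrl 3 (3551), Ctrl 4 (3705), Model 2 (3810), Model 3 (3926) or Model 4 (3852) did as well, and the other alternatives set before the data were examined did not. The paper gives 1368 genes lower in Model, against 3912 here. None of the alternatives set before the data were examined closed this gap, the nearest being 893 with the limit read on the log2 scale. With that reading over the authors' mice, an alternative chosen after seeing the values, 1995 genes were higher and 1331 lower, both within 1.5 times the paper's values.

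For YHY against Model, the paper gives 550 genes higher and 515 lower, against 2429 and 2559 here. The limit read as a log2 fold change above 1.2 gave 407 and 369. None of the other alternatives set before the data were examined came within 1.5 times the paper's values. The log2 reading over the authors' mice, chosen after seeing the values, gave 475 and 476. DESeq2 without a filter on the authors' mice of the groups compared, with the log2 reading and chosen after seeing the values, gave 2644 and 1368 for Model against Ctrl and 550 and 515 for YHY against Model, all equal to the paper's values. The authors' deposited table holds 2644 and 1368 genes past the log2 reading for Model against Ctrl. The paper's methods give the limit as a fold change and 4 mice per group.

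Fig. 4B shows about 680 genes expressed in Ctrl and not in Model, read by eye, against 1133 here at a mean FPKM over 1. It shows about 1400 in Model and not in Ctrl, against 766 here. With a mean FPKM over 0.5 these were 968 and 956, within 1.5 times the paper's values. An FPKM over 1 in every mouse of a group gave 1195 and 602, which did not close the gaps. That limit also gave 564 genes expressed in YHY and not in Model, against about 880 in Fig. 4B, where a mean FPKM over 1 gave 837. FPKM here used all 4 mice of a group and the library totals, mitochondrial counts included. The larger mitochondrial share in Model than in Ctrl lowers the FPKM of the other genes in Model. The authors' mice and other scalings were not tried for these counts.

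The paper states that its RNA-seq data showed higher Mettl3 in db/db than in control kidneys, and that YHY lowered METTL3. It also measured METTL3 by staining, western blot and qPCR, which are not analysed here. Here the log2 fold change of Mettl3 was -0.93 in Model against Ctrl and 0.90 in YHY against Model over all mice, and -1.15 and 0.69 over the authors' mice. In the authors' deposited table it was -1.10 and 0.70. None of the settings tried reversed either direction. In Fig. 4D, the 8 genes followed here (Casp1, Casp2, Casp9, Casp12, Il18, Mettl3, Mtor and Tnf) are highest in Model. Here Il18 had its highest group mean in Model over both sets of mice, Casp12 over all 12 mice only, and the other 6 genes in another group. Mtor is among those 6, with log2 fold changes of -0.40 and 0.10 over all mice.

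The paper states that the mTOR pathway and autophagy were among the markedly changed KEGG pathways. In the authors' deposited table their P was 0.995 and 0.770 for Model against Ctrl and 0.986 and 0.951 for YHY against Model. Here the mTOR list had no call in any setting. The autophagy list was lower in Model (-0.41, adjusted P = 0.00247) and did not pass the limit under YHY (-0.07, adjusted P = 0.835). The paper states that YHY acts on IL-17, TNF, NOD-like receptor, Toll-like receptor, p53 and TGF-beta signalling. The lowest P among these in the authors' deposited table for YHY against Model was 0.507. The paper states that YHY rectified the transcriptional change of the Model group. Here 40.6% of the changed genes moved back over all mice and 47.7% over the authors' mice.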

Other observations

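Most of the tests given here were chosen only after the results had been seen, the exceptions being the splits of the mice by camera P for the cell division, respiratory chain, proximal tubule, male and female lists, the test of reads counted on Tox4 in place of Mettl3, Arntl as a covariate, YHY 4 as a mislabelled mouse, and the scaling and GC content tests of the cell division list.

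The numbers of changed genes were larger than those between other splits of the mice. In Model against Ctrl, 1 of the 35 splits of the 8 mice, the real one, gave as many genes with an adjusted P under 0.05, and 1 of the 35 gave as many at the fold limit and unadjusted P. In YHY against Model it was again 1 of the 35 for each limit. For the autophagy list, 2 of the 35 splits gave a camera P as small in Model against Ctrl, a share over 0.05, and 1 of the 35, the real one, gave a median as far from 0. For YHY against Model, 27 and 9 of the 35 did. The measures differ because camera sets a list against the other genes and the median does not. For the mTOR list, 23 of the 35 gave a camera P as small and 1 a median as far from 0 in Model against Ctrl, and 33 and 32 did in YHY against Model.

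Mettl3 fell in Model. Scaling, filter and design do not account for this alone, since its log2 fold change was at most -0.83 over the others tried. After a correction for GC content and gene length it was -0.91. Labels exchanged between the Model and Ctrl groups would turn the changes of injured kidneys around. Of 8 kidney genes of Fig. 3 (Tnf, Il1b, Il18, Fn1, Acta2, Vim, Des and Synpo), 6 changed in the direction the paper gives, 3 of them (Tnf, Vim and Des) at an adjusted P under 0.05. Il1b and Synpo went the other way, Synpo past the limit. These genes went both ways and do not decide it. After such an exchange the db/db mice given YHY would match the mice labelled Ctrl, but they matched Model. With Ctrl set apart, 4 genes had at least 50 counts in every mouse of 1 side and at most 3 in the other. With Model set apart there were 0. The mitochondrial share was 19.5% in Ctrl, 52.2% in Model and 56.8% in YHY mice. These values argue against an exchange of the whole groups. Reads counted on the overlapping Tox4 in place of Mettl3 would have raised Tox4, which fell as well (-0.73, standard error 0.15, adjusted P = 0.00155). Tox4, outside the rule for named genes, was chosen for the overlap after the result for Mettl3 had been seen and before its own values were. Reads set aside because the genes overlap could lower both together, and the change of Tox4 under YHY, 0.28 (adjusted P = 0.242), does not decide it. This and a fall of both genes cannot be told apart, because the authors' handling of such reads is not stated. The call also rests on Model 4, without which the log2 fold change was -0.88 (adjusted P = 0.0529, range over settings 0.0023 to 0.0529). A lower level of Mettl3 mRNA in diabetic kidneys stays open.

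Of the genes changed in Model, 40.6% moved back under YHY. The Model libraries shared by both comparisons would put this share above 50%, and in simulated mice without a YHY effect its mean was 59.4%, but the simulated shares spread less than those of the real mice regrouped. Whether Model 1 alone accounts for it cannot be decided. Without that mouse the share was 48.6%, and the spread of such a share between real mice was not measured. Regroupings with Model 1 grouped as Model gave 30.6% to 66.25%, and those with Model 1 grouped as YHY gave 55.75% to 83.8%. Chance in the make-up of the groups stays open, because 17 of the 70 regroupings of the 8 db/db mice gave a share as low. An effect of YHY that carries genes further along the change seen in Model also stays open. It was not tested, since measures of disease in these mice are not analysed here.

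Over all genes YHY 4 lay nearer to the Model mice than to the other YHY mice. On the second principal component (12.5% of the variance) it was at -11.7, against 26.98 to 66.97 in the other YHY mice. A Model mouse labelled YHY 4 would lie nearer to the Model mean at most genes, but at 57.8% of the 2713 genes called without it YHY 4 lay nearer to the YHY mean. In the other db/db mice 71.4% to 96.8% of such genes lay nearer to their own group. A mixed sample or a weaker response in this mouse was not tested. YHY 4 is 1 of the mice left out of the authors' means, and without it 1045 genes were higher and 1678 lower in YHY than in Model at an adjusted P under 0.05.

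Clock genes differed between mice of 1 group. Arntl was 14.2 and 14.7 CPM in Ctrl 1 and 4 but 4.84 and 6.02 CPM in Ctrl 2 and 3. It was 17.1 and 23.8 CPM in YHY 3 and 4 but 2.94 and 5.14 CPM in YHY 1 and 2. Dbp, a gene of the opposite phase, ran the other way, at 1.66 and 3.46 CPM in Ctrl 1 and 4 against 26.6 and 26.7 CPM in Ctrl 2 and 3. Arntl and Dbp were chosen after their values were seen. Of 13 other clock genes, 13 moved with or against Arntl within groups as their phase predicts (two-sided binomial P = 2.44e-04, although the genes are not independent). This is consistent with collection at different times of day. Ctrl mice exchanged with another group would lie nearer to that group, but 4 of 4 lay nearest to their own over the other genes. An exchange alone does not account for the difference among YHY 1, 2 and 3 either. A Ctrl mouse among them would have Ctrl counts of Neurog2, Gm6300 and 4930422C21Rik, but the YHY mice had 0, 0 to 4 and 74 to 202 counts, against 139 to 307, 679 to 3353 and 0 to 2 in Ctrl. A Model mouse would not lie nearest to the YHY mice over the other genes, but YHY 1, 2 and 3 all did (3 of 3), and Arntl differed among these. YHY 4 did not, and for it the test of a Model mouse labelled YHY 4, given above, is the one that bears on an exchange. The paper's text does not give the times of collection.

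Whether the time of collection adds to the difference between YHY and Model cannot be told apart from the treatment. Arntl was lower in Model than in Ctrl (-1.66, adjusted P = 0.0276) and higher in YHY than in Model (1.96, adjusted P = 0.0309, and 1.30, adjusted P = 0.158 over the authors' mice). With Arntl as a covariate 935 genes were called between YHY and Model in place of 2311, and 819 (35.4%) of the 2311 remained. Only 2 genes were related to Arntl within groups at an adjusted P under 0.05, and a covariate that differs between groups also takes up part of their difference. A bias of GC content or gene length does not account for most of these calls, since 1721 of the 2311 remained after a correction, which called 2024. A GC content was known for 95.9% of the genes tested.

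Cell division genes rose in Model and fell under YHY. The median log2 fold change of 27 genes was 1.28 in Model against Ctrl (23 higher, 13 of them at an adjusted P under 0.05, and 4 lower). It was -0.61 in YHY against Model (23 lower, 4 of them at an adjusted P under 0.05, and 4 higher). The list was written after the values of Cdk1, Mki67 and Top2a had been seen, and leaves these 3 genes out. Mki67 (2.82 and -2.35) and Top2a (2.67 and -1.59), chosen after their values were seen, moved the same way, although the fall of Top2a did not pass over the authors' mice (-1.49, adjusted P = 0.0707). Scaling does not account for the rise, whose lowest median over the other scalings was 0.91, nor GC content and gene length for the fall, whose median after the correction was -0.61. Dividing lymphocytes would bring other lymphocyte genes, but the median of that list was -1.42 in Model, with 8 of 8 genes lower. Of the 35 splits, 6 gave a camera P as small for Model against Ctrl and 4 for YHY against Model. By the median, 1 of the 35, the real one, was as far from 0 in each comparison. The mean of the list per mouse was 0.33 to 0.67 log2 CPM in Ctrl, 1.60 to 1.85 in Model and 0.67 to 1.31 in YHY mice, so Model did not overlap the other groups. Division of cells of the kidney itself may also account for the pattern, as a hypothesis.

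Kap, an androgen-dependent gene of the proximal tubule chosen after its values were seen, was 20300 to 58120 CPM in Ctrl mice and 3464 to 6949 CPM in Model mice (log2 fold change -3.06, standard error 0.41, adjusted P = 5.09e-05). A smaller share of proximal tubule cells would lower the other tubule genes alike, but they ran from -6.46 to 1.13, with a median of -0.73. Of other kidney genes higher in male mice, 8 of 8 were lower at an adjusted P under 0.05, with a median of -2.52. 1 of them, Slc7a13, is also in the proximal tubule list. The 3 genes higher in female mice had a median of 0.59, with 1 of them past the limit. This is in line with lower androgen action in db/db mice, which cannot be told apart from other effects of diabetes on the tubule, because hormone levels are not analysed here. Of the 35 splits, 4 gave a camera P as small for the male list and 14 for the female list, and 1 and 14 a median as far from 0. In YHY against Model, Kap did not pass the limit (-0.34, adjusted P = 0.601). The male and female lists had medians of -0.32 and -0.38, and the proximal tubule list had -0.51, for which 13 of the 35 splits gave a camera P as small and 5 a median as far from 0.

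Malat1 and Neat1, RNAs that stay in the nucleus and were chosen after their values were seen, rose in Model (1.13 and 1.14, adjusted P = 9.1e-04 and 2.68e-04). They rose again under YHY (0.93 and 0.76, adjusted P = 0.0127 and 0.0162), Neat1 not past the limit over the authors' mice (0.60, adjusted P = 0.0515). Loss of cytoplasmic RNA might do this and would lower cytoplasmic mRNAs. The cytosolic ribosomal protein genes had a median of -0.32 in Model (5 higher, 19 lower) and -0.31 under YHY (4 higher, 20 lower). Other nuclear-retained RNAs had medians of 1.34 and 0.28, with camera P of 0.105 and 0.26. The nuclear-encoded respiratory chain genes had a median of -0.42 under YHY (1 higher, 53 lower), for which 10 of the 35 splits gave a camera P as small and 4 a median as far from 0. Longer genes were higher under YHY, and after a correction for GC content and gene length the ribosomal and respiratory chain medians under YHY were -0.21 and -0.33. Such a loss and a regulated change of these genes cannot be told apart, because RNA quality is not analysed here.

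Actb was lower in YHY than in Model (log2 fold change -0.88, standard error 0.16, adjusted P = 0.0027, lower in 4 of 4 YHY mice than in any Model mouse). Scaling, filter and design do not account for this alone, since the log2 fold change was at most -0.83 over the others tried, nor do GC content and gene length, after whose correction it was -0.77. The paper names beta-actin as the control of its qPCR, in methods that describe cultured podocytes. A change of the actin of kidney cells under YHY may account for it, as a hypothesis, and its effect on qPCR of kidney was not tested.

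When the Ctrl mice were set apart from the 8 db/db mice, 4 genes had at least 50 counts in every mouse of 1 side and at most 3 in every mouse of the other. With the Model or the YHY mice set apart there were 0. The 4 were 4930422C21Rik (0 to 2 counts in Ctrl, 74 to 202 in db/db mice), Neurog2 (139 to 307 and 0 to 2), Eif1ad3 (chromosome 12, 87840842 to 87844629, 66 to 155 and 0) and a gene listed without a symbol (chromosome 4, 13651991 to 13671696, 336 to 999 and 0 to 2). The last 2 were chosen after the values were seen. The region inherited with the Lepr mutation does not account for them, since 0 of the 4 lie within 20 Mb of Lepr. Other genetic differences between db/m and db/db mice and an effect of diabetes cannot be told apart for these 4 genes, because genotype goes with the groups.

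The paper measures further genes by western blot, qPCR and staining, and their mRNA in these kidneys is given here as values. Between Model and Ctrl, Nphs1 (1.86, adjusted P = 5.44e-05), Des (0.88, adjusted P = 2.66e-04) and Vim (0.92, adjusted P = 0.00268) were higher. So was Synpo (0.53, adjusted P = 0.0435), which did not pass over the authors' mice (adjusted P = 0.216) and lost its call in 8 of the 12 fits that each left out a mouse (0.31, adjusted P = 0.196 without Model 1). Fto (-1.04, adjusted P = 4.65e-05) and Alkbh5 (-0.68, adjusted P = 3.64e-04) were lower. Wtap was higher (0.42, adjusted P = 0.0165), a call lost in 4 of the 12 fits (0.31, adjusted P = 0.0944 without Ctrl 4). Mettl14 did not pass (-0.20, adjusted P = 0.417). Between YHY and Model, Alkbh5 fell (-0.41, adjusted P = 0.0323), a call lost in 6 of the 12 fits (-0.38, adjusted P = 0.101 without Model 3). Other alternatives changed some of these calls. Scaling by library size alone took the calls in Model of Des (adjusted P = 0.083), Vim (0.103), Synpo (0.732) and Wtap (0.996) and gave 1 to Mettl14 (-0.65, adjusted P = 0.0241). Wtap also lost its call without a filter (adjusted P = 0.0812), and Synpo with the replicate number as a block (0.069) and after the correction for GC content and gene length (0.21, adjusted P = 0.477). The fall of Alkbh5 under YHY was lost with library size alone (adjusted P = 0.192), no filter (0.121), the 8 mice alone (0.117), the block (0.0619) and the authors' mice (0.0698).

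The list of m6A enzymes and readers (17 genes tested) had a median of -0.20 in Model against Ctrl (6 higher, 11 lower) and 0.29 in YHY against Model (13 higher, 4 lower). It passed fry in both (adjusted P = 0.00178 and 0.00798) and not camera (adjusted P = 0.342 and 0.177) or the estimated correlation (adjusted P = 0.662 and 0.55). At an adjusted P under 0.05 over all genes tested, 4 were higher and 6 lower in Model, and 2 higher and 1 lower under YHY. Over the other scalings the median was -0.65 to -0.094 in Model and 0.30 to 0.31 under YHY. After the correction for GC content and gene length it was -0.14 and 0.10. Of the 35 splits, 6 gave a camera P as small and 2 a median as far from 0 in Model against Ctrl. Only 1 of the 35, the real one, did by either measure in YHY against Model. No cause was tested.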
